# The developing tendon and enthesis are hypoxic and rely on hypoxia-inducible factor 1a during postnatal development

**DOI:** 10.1242/dev.205458

**Published:** 2026-06-22

**Authors:** Stephanie S. Steltzer, Nicole Migotsky, Tessa Phillips, Syeda N. Lamia, Bachir A. Abeid, Kiwon Lee, Seung-Ho Bae, Connor Leek, Sydney Grossman, Moaid Shaik, Allison Risha, Kaitlyn Frey, Claudia Loebel, Jun Hee Lee, Yatrik M. Shah, Adam C. Abraham, Megan L. Killian

**Keywords:** Tendon, Enthesis, Hypoxia, HIF-1α, Mouse

## Abstract

The enthesis is a specialized tissue crucial for transmission of muscle force from tendon to bone, yet its postnatal development is not fully understood. In this study, we investigated if and how hypoxia inducible factor 1 alpha (HIF-1α) regulates enthesis cell adaptation, e.g. cell survival and extracellular matrix (ECM) deposition. We investigated the spatial and temporal dynamics of hypoxia in the murine Achilles tendon enthesis and found that, whereas neonatal tendons rapidly resolve hypoxia after birth, the enthesis maintains a hypoxic niche until postnatal day 5, mirroring a hypoxic gradient observed in growth plates. Genetic disruption of *Hif1a* in mouse tendon/enthesis-resident cells (cKO) resulted in pronounced deficits in grip strength, abnormal tendon–bone attachment morphology, disrupted calcaneal architecture, impaired mineralization and significant ECM disorganization. We found persistent cell death and loss of collagen organization in cKO entheses. *In vitro*, *Hif1a*-deficient tendon fibroblasts exhibited blunted transcriptional responses to hypoxia, altered metabolic gene expression and disrupted ECM deposition. Collectively, our findings illuminate hypoxia as a sustained niche in the postnatal enthesis, with HIF-1α required for cell survival, ECM organization and structural integrity of entheses.

## INTRODUCTION

The tendon–bone attachment (i.e. enthesis) is essential for the transmission of muscle forces to bone (Benjamin et al., 2006). The progenitor pool that forms the enthesis also contributes to tendon development and is identified by the transcription factor gene scleraxis (*Scx*) (Blitz et al., 2013; Kult et al., 2021; Schweitzer et al., 2001). The enthesis develops analogously to the skeletal growth plate of long bones in a process whereby cartilage is replaced with bone via endochondral ossification (Wang et al., 2013; Schwartz et al., 2015; Rossetti et al., 2017). However, while the growth plates eventually fuse, the fibrocartilage enthesis remains static throughout the lifespan and has been likened to an ‘arrested’ growth plate (Schwartz et al., 2012).

During embryonic development, the growth plates of long bones maintain a hypoxic niche that resolves with vascularization (Benjamin et al., 2002; Schipani et al., 2001; Zelzer et al., 2004). Hypoxia inducible factor 1 alpha (HIF-1α) is a master transcriptional regulator of cell survival in hypoxic environments and modulates metabolic pathways that promote the deposition of extracellular matrix (ECM) and vascularization (Amarilio et al., 2007; Bentovim et al., 2013). HIF-1α is required for the survival of growth plate chondrocytes during development, and loss of *Hif1a* results in cell death and structural abnormalities in developing bone (Schipani et al., 2001; Bentovim et al., 2013). However, the enthesis is well known to maintain limited vascularization, suggesting that cellular hypoxia may play a sustained role in its maintenance.

Hypoxia also regulates cell proliferation, and tendon fibroblasts (TFs) are highly proliferative during embryonic tendon development prior to when high amounts of ECM are deposited. However, the cells in the mature tendon do not retain the same level of proliferation (Grinstein et al., 2019). Likewise, the density of resident cells in the postnatal enthesis decreases as its resident cells secrete and remodel their ECM, with little to no proliferation during this time (Ganji et al., 2023). The enthesis consists of both cellular and ECM gradients from tendon to bone that are established during postnatal growth (Kult et al., 2021; Schwartz et al., 2012; Dyment et al., 2015). The gradient-like distribution of cells in the enthesis as well as tendon may be driven by changes in the oxygen environment, yet this spatial distribution of hypoxia has been unclear until now.

In this study, we hypothesized that hypoxia is sustained in postnatal enthesis and that enthesis-resident cells rely on HIF-1α for their survival and ECM deposition. We first explored when enthesis-resident cells experience hypoxic stress during embryonic and neonatal growth in mice. We then identified a crucial role of *Hif1a* for enthesis cell survival, ECM organization, spatial transcriptome, and biomechanical function in the mouse Achilles tendon and enthesis with targeted deletion of HIF-1α in the *Scx* lineage *in vivo*. Because the enthesis is composed primarily of Scx-lineage fibroblasts, we further investigated if and how murine fibroblasts respond *in vitro* to low oxygen environments. To do this, we measured the transcriptional response as well as cell and ECM dynamics of fibroblasts in hypoxia or following loss of *Hif1a in vitro*.

## RESULTS

### Enthesis, but not tendon, remains hypoxic during early postnatal development

Given the intrinsic link between hypoxia and HIF-1α, we first determined whether a hypoxic environment exists at the embryonic and neonatal Achilles tendon–bone enthesis using 2-(2-nitro-1*H*-imidazol-1-yl)-*N*-(2,2,3,3,3-pentafluoro-propyl) acetamide (EF5) staining, which forms intracellular adducts in hypoxic conditions (<10% O_2_) that can be visualized via immunostaining. EF5 staining for hypoxic cells revealed that both embryonic tendon and enthesis experience hypoxia, with strong EF5 staining at embryonic day (E) 16.5 and postnatal day (P) 1 (Fig. 1). Additionally, the enthesis remained hypoxic until P5, whereas the developing tendon was no longer experiencing hypoxic stress at P5 (Fig. 1).

**Fig. 1.**
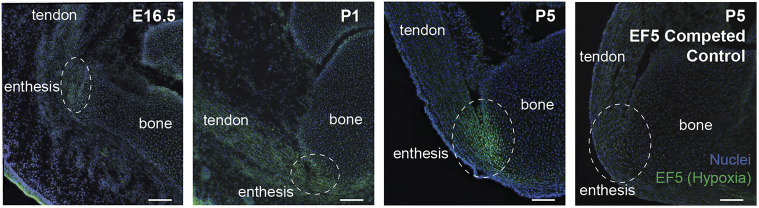
**Enthesis, but not tendon, remains hypoxic during postnatal growth.** Accumulation of EF5 (hypoxia marker, green fluorescence) becomes more localized to the C57BL6/J mouse Achilles enthesis during early postnatal development (E16.5) up to P1 and P5 compared to tendon and bone. EF5, green fluorescence; nuclei, blue fluorescence. Right-hand panel is a competed control. *n*≥3 C57BL6J embryos or mice per time point. Enthesis is encircled by dashed line. Scale bars: 200 μm.

### Loss of *Hif1a* in tendon progenitors leads to impaired grip force and deficient tendon/enthesis function

We investigated the Achilles tendon and enthesis of mice with or without *Hif1a* at several time points throughout development (Fig. 2A). In mice lacking *Hif1a* in *Scleraxis*-Cre (*Scx*Cre) cells (*Hif1a^ScxCre^*; cKO), overall tendon patterning appeared grossly normal; however, tendon fusion was disrupted compared to 8-week (P56) littermate controls (Ctrl), which was visualized using optical coherence tomography (OCT) with polarization (Figs 2B and 3). We found that cKO Achilles tendons had less overall birefringence, indicative of collagen organization, compared to Ctrl [smaller area under the curve (AUC); Fig. 3A; measured by 2D Fast Fourier Transform (FFT) analyses of OCT image slices]. Additionally, cKO tendons had a bifurcating region of increased disorganization in its central core (detected visually using OCT and algorithmically using FFT), which was not present in Ctrl tendons (Fig. 3A). Furthermore, forelimb grip strength was significantly lower for cKO mice compared to Ctrl, regardless of sex (Fig. 2C), but Ctrl and cKO mice were comparable in weight (Fig. S1). The skeletal morphology, visualized using planar X-ray, showed that joint congruency in cKO mice were severely impaired, especially at sites where tendons attach to bone (e.g. the calcaneus of the heel and olecranon of the elbow; Fig. 2D). Additionally, the Achilles tendon length, width and volume were comparable between adult Ctrl and cKO mice. However, we visualized using OCT that cKO Achilles tendons failed to fuse and remained bifurcated distally compared to Ctrl tendons by 8 weeks of age (Fig. 3A) with an increased collagen fibril size distribution as seen by transmission electron microscopy (TEM) (Fig. 3B). We evaluated calcaneal morphometry using nano-computed tomography (nanoCT) and found that cKO calcanei had incomplete and irregular bone formation adjacent to the Achilles enthesis in both male and female mice (Fig. 4A). While Ctrl mice did not present with any mineralization in their tendons by 8 weeks of age, we observed mineral accumulation in male, but not female, cKO mice at the distal Achilles tendon [Fig. 4A; 0.024±0.013 mm^3^ (mean±s.d.)]. Calcaneal bone volume ratio (bone volume/total volume of the entire calcaneus including marrow space) was also reduced in cKO mice compared to Ctrl (Fig. 4B). Additionally, cKO calcanei exhibited notable morphological disruptions and were both shorter and wider than Ctrl calcanei (Fig. 4A,B). The widening of the calcanei in cKO mice was especially pronounced near the calcaneal tuberosity (Fig. S2) and accounted for 51.1% of the shape variation compared to Ctrl calcanei. Surprisingly, these major differences in bone and tendon structure did not translate to significant differences in biomechanical strength of the Achilles tendons, as adult Ctrl and cKO tendons did not show differences in maximum (failure) force or stress (Fig. 2E,F). However, linear stiffness was significantly lower in cKO compared to Ctrl tendons, and the cross-sectional area (CSA) of the cKO tendons was also smaller (*P*=0.0638) compared to Ctrl tendons (Fig. 2F), and this did not translate to differences between groups in CSA-normalized stiffness (i.e. linear modulus; Fig. 2F). Despite this, the failure modes of tendons during biomechanical testing were different between Ctrl and cKO groups, in which nearly all Ctrl Achilles tendons failed at the growth plate and all but one cKO tendon failed at either the Achilles enthesis or tendon midsubstance (Fig. 2G). To note, in using this setup for uniaxial tensile testing of the Achilles tendon, failure at the immature growth plate in 8-week-old wild-type calcanei were visualized and is a limitation in this study as the failure is not exclusively within the tendon midsubstance. The difference in failure modes was possibly due to poor bone quality at the enthesis in cKO mice and preservation of the calcaneal growth plate in the Ctrl but not cKO heels. The significant differences in tendon bifurcation, visualized using OCT, as well as differences in failure models, led us to further explore the role of HIF-1α in tendon and enthesis organization during key developmental stages, when new ECM is being deposited and remodeled (Dyment et al., 2015; Galatz et al., 2007).

**Fig. 2.**
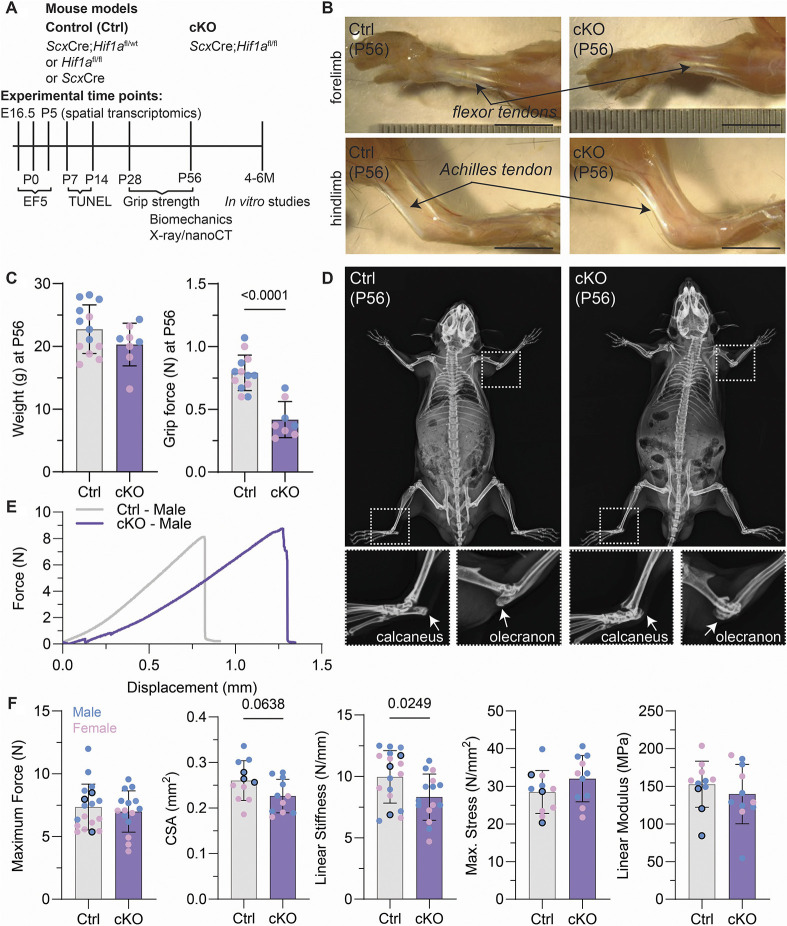
**Loss of *Hif1a* in tendon leads to impaired grip force and deficient tendon function.** (A) Mouse genotypes used (Ctrl and cKO) and experimental time points to evaluate the effects of Hif1a loss in Scx-lineage cells (*Hif1a^flox/flox^*;*ScxCre*; cKO). E, embryonic day; P, postnatal day; M, months. (B) Force-generating tendons pattern normally in mice lacking *Hif1a* in tendons. Morphology of the forelimb (e.g. flexor tendons) and hindlimb (e.g. Achilles tendon) tendons in cKO mice were unremarkable compared to control (Ctrl) mice at P56. Scale bars: 0.5 mm. (C) Knockdown of *Hif1a* did not affect mouse weight at P56. Both male (blue) and female (pink) cKO mice had reduced forepaw grip strength. *n*=15 for Ctrl and *n*=11 for cKO at 4 weeks of age; *n*=13 for Ctrl and *n*=8 for cKO at 8 weeks of age; two-way ANOVA (sex/genotype) with Dunnett's corrected multiple comparisons. (D) Planar X-rays of cKO mice at P56 show marked disruptions in tendon–bone attachment sites compared to control, most notably in the elbow (olecranon; white dotted box) and ankle (calcaneus; white dotted box) (both shown at higher magnification beneath). (E) Representative force versus displacement curve for P56 Ctrl and cKO Achilles tendon-enthesis. (F) Ultimate load (N) of Achilles tendon-entheses at P56 was similar in cKO mice compared to control. Cross-sectional area (CSA; mm) of Achilles tendons was reduced in cKO mice compared to control. Achilles tendon-enthesis stiffness (N/mm) was decreased in both male and female cKO mice compared to control, while maximum stress and linear modulus remained similar across genotypes. Cre-negative, *n*= 15; Cre-positive, *n*=3 males; cKO mice, *n*=15. One-way ANOVA with Dunnett's corrected multiple comparisons. Points outlined in black indicate *Scx*Cre-positive control animals. (G) Representative X-ray images of Achilles tendons and calcanei in boots after biomechanics testing revealed unique failure modes in cKO tendons (primarily in the enthesis or midsubstance) compared to Ctrl tendons (primarily in the growth plate). Data are presented as mean±s.d. *P*-values are shown on graphs.

**Fig. 3.**
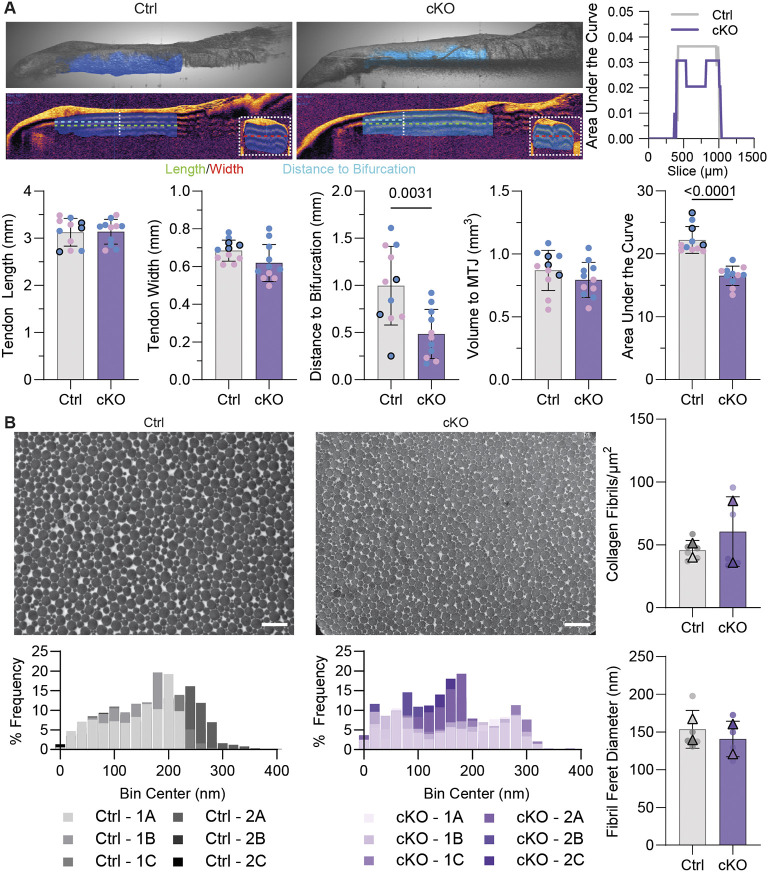
**Loss of *Hif1a* leads to impaired organization of the mouse Achilles tendon compared to Ctrl.** (A) Representative images of Achilles tendon masks generated in Dragonfly ORS using retardation and intensity images. Achilles tendon length, width and distance to bifurcation were quantified using OCT. Blue indicates mask of tendon; the green dashed lines represent tendon length; red dashed lines represent tendon width; the white dashed line in the longitudinal plane indicates where the bifurcation starts; the cross-sectional view of each tendon at the bifurcation is highlighted in the subset box with a white dashed outline. FFT analyses of the frequency of retardation show that tendons lacking *Hif1a* have reduced collagen organization (smaller AUC) with focal disorganization in the tendon core that does not exist in age-matched Ctrl tendons. The same animals used for biomechanical testing were used for OCT analyses. Blue circles, male; pink circles, female; outlined circles, ScxCre-only (no floxed alleles). MTJ, muscle-tendon junction. (B) TEM images from cross-sections of Ctrl and cKO Achilles tendon revealed a broader distribution of collagen fibril size in cKO tendons compared to Ctrl. Three consecutive sections (*n*=3; circles) from two animals each (*N*=2; triangles). Data are presented as mean±s.d. *P*-values are shown on graphs (two-tailed unpaired *t*-test). Scale bars: 600 nm.

**Fig. 4.**
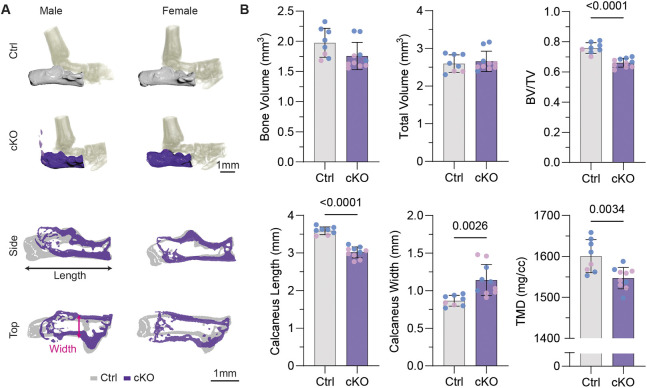
**Loss of *Hif1a* disrupts calcanei shape and size at the Achilles tendon insertion site.** (A) 3D and 2D nanoCT reconstructions of both male and female P56 cKO calcanei revealed that HIF-1α is required to maintain proper calcaneus shape and size near the Achilles tendon insertion site compared to the control. Scale bars: 1 mm. (B) NanoCT analyses of the calcaneus revealed a decrease in bone volume fraction (BV/TV) and calcaneus length of P56 cKO mice compared to control with an increase in calcaneus width in cKO mice compared to control. Tissue mineral density (TMD) also decreased in cKO mice compared to control. Mineralization was evident in the male cKO Achilles tendons. Ctrl (Cre-negative), *n*=6 males and *n*=2 females; cKO, *n*=4 males and *n*=6 females; male and female mice annotated as blue and pink dots, respectively. Data are presented as mean±s.d. *P*-values are shown on graphs (one-way ANOVA with Dunnett's corrected multiple comparisons).

### Loss of *Hif1a* disrupts ECM organization and cell viability in the postnatal enthesis

Normal fibrocartilage development occurs postnatally in the mouse enthesis, with a postnatal mineralization and transition between mineralized and unmineralized fibrocartilage established around 2 weeks of age (∼P14) (Schwartz et al., 2012). In the normally developing Achilles enthesis, we observed the cellular gradient by P7 and the transitional ECM between tendon and cartilage template by P14 (Fig. 5A). The fully mature Achilles enthesis was established by P56 (Fig. 5A). In the cKO enthesis, the tendon-bone enthesis was established at P0; however, by P14 and up to P56, the Achilles tendon and enthesis exhibited more cell and ECM disorganization (Fig. 5A, Fig. S3A). The deformity in the mature enthesis was characterized by focal bone loss proximal to the attachment site, focal regions of hypo- and hypercellularity in the insertional tendon, and ECM disorganization at the tendon–bone interface (Fig. 5A, Fig. S3A). We also found that cell death (detected by TUNEL staining) was consistent between genotypes at P7, remained elevated in cKO but not Ctrl entheses by P14 (Fig. 5B) and resolved to comparable levels by P56 (Fig. S3B). This suggests that *Hif1a* plays a crucial role in enthesis cell survival during postnatal maturation of the fibrocartilage enthesis.

**Fig. 5.**
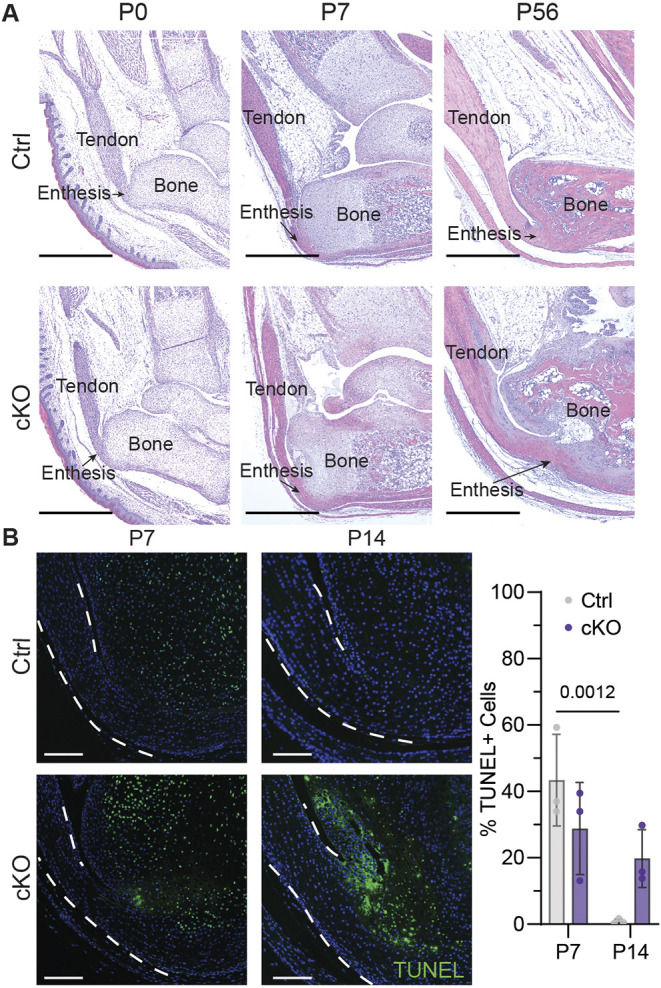
**The developing tendon and enthesis are reliant on *Hif1a* for structure and cell survival.** (A) Hematoxylin and Eosin staining at P0 showed unremarkable differences due to *Hif1a* knockout, whereas disorganized cells and ECM are present at P7 and P56 entheses. Ctrl (Cre-negative), *n*=3 per time point; cKO, *n*=3 per time point. Scale bars: 1 mm. (B) Cells in the insertional tendon (white dashed line) and enthesis exhibit more DNA damage and cell death (TUNEL^+^ cells, green fluorescence) in P14 cKO mice compared to control. Scale bars: 200 µm. Ctrl (Cre-negative), *n*=3 P7 and *n*=3 P14; cKO, *n*=3 P7 and *n*=3 P14. Data are presented as mean±s.d. *P*-values are shown on graphs (two-way ANOVA with Tukey's multiple comparisons test).

### *Hif1a* is required for the formation of a structural gradient at the Achilles enthesis

Using silver nitrate staining, which is commonly used to stain osteocytes in bone (Dole et al., 2021), we observed a well-defined tidemark that separates mineralized and unmineralized fibrocartilage in the Ctrl Achilles enthesis by P56 (Fig. 6A). However, in age-matched mice, cKO entheses had diffuse silver nitrate staining in the insertional tendons that was not present in Ctrl tendons (Fig. 6A,B). Additionally, the distinct tidemark was not present in cKO entheses (Fig. 6A). We also observed, using Safranin O staining for acidic proteoglycans and glycosaminoglycans (commonly used to stain cartilage), that Ctrl insertional tendons were sparse in proteoglycan-rich cells while cKO tendons had significantly more proteoglycan-rich cells adjacent to the articular surface (Fig. 6B). Additionally, cKO insertional tendons had more cells (higher cell density) compared to Ctrl tendons at P56 (Fig. 6B). This may be caused by a localized shift in tendon compression in cKO mice (Rossetti et al., 2017; Couchman and Pataki, 2012; Ansorge et al., 2011). We also saw a severe disruption and loss of Safranin-O^+^ growth plates of cKO mice, which remained distinct in Ctrl calcanei at P56 (Fig. 6B). To further interrogate ECM organization, we used Picrosirius Red staining and quantitative polarized light imaging to quantify collagen alignment in the insertional tendon and found that Ctrl tendons had highly aligned collagen at P56 (Fig. 6C). However, cKO tendons were less uniformly aligned, as quantified by a reduced average degree of linear polarization (DoLP). Taken together, these data suggest that survival of cells within and adjacent to the enthesis is necessary to generate the gradient ECM needed for proper enthesis maintenance.

**Fig. 6.**
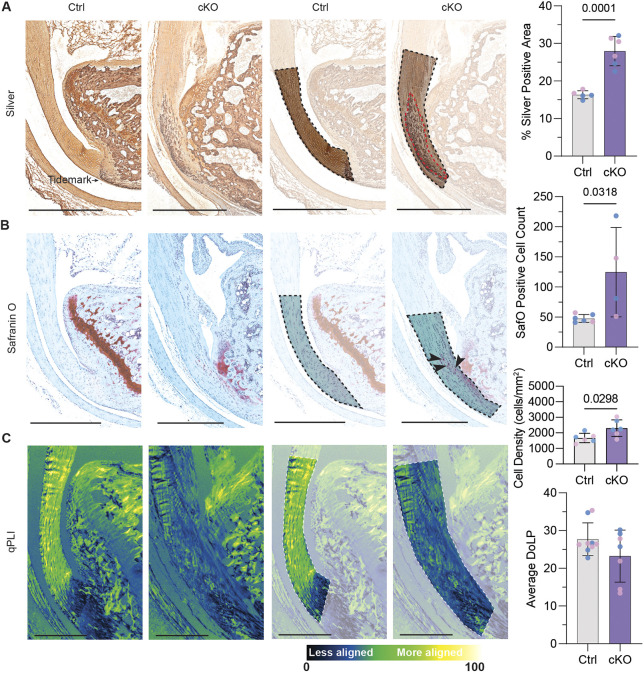
***Hif1a* is required for structural integration of the tendon into the bone.** (A) Silver nitrate sections of cKO mouse Achilles enthesis contained a build-up of DNA and protein compared to the age-matched Cre-control (Ctrl) at P56. Increased areas of protein accumulation (red dashed line) occurred in cKO mouse entheses with poorly defined secondary ossification center compared to Ctrl. Ctrl (Cre-negative), *n*=3 male and *n*=2 female; cKO, *n*=3 male and *n*=3 female. (B) Safranin O sections of P56 cKO mouse Achilles enthesis revealed cKO growth plates were poorly organized and an increased number of proteoglycan-rich cells (black arrowheads) were apparent in the cKO insertional tendon when compared to Ctrl. Ctrl (Cre-negative), *n*=4 male and *n*=2 female; cKO, *n*=2 male and *n*=2 female. Total cell density within the insertional tendons was significantly higher for cKO tendons compared to Ctrl. Ctrl (Cre-negative), *n*=3 male and *n*=3 female; cKO, *n*=3 male and *n*=3 female. (C) Degree of linear polarization images of Achilles insertional tendon identified decreased collagen organization in P56 cKO mice compared to Ctrl. Ctrl (Cre-negative), *n*=4 male and *n*=5 female; cKO, *n*=3 male and *n*=4 female. Data are presented as mean±s.d. *P*-values are shown on graphs (one-way ANOVA with Dunnett's corrected multiple comparisons). DoLP, degree of linear polarization; qPLI, quantitative polarized light imaging. Black dashed outlines in A and B highlight the regions used for quantification of Silver-positive and SafO-positive areas; the white dashed outlines in C highlight the regions used for qPLI. Scale bars: 1 mm.

### Knockdown of *Hif1a* in mouse tail TFs desensitizes these cells to hypoxic conditions compared to normoxic conditions

Given the established hypoxic gradient at the enthesis and the clear disruption in tendon and enthesis organization in cKO mice, we then investigated the role of HIF-1α in regulating oxygen-dependent transcriptional programs and ECM in TFs. We found that mouse tail TFs from *Hif1a* cKO mice had reduced sensitivity to hypoxia (1% O_2_) after 1 week in culture, as indicated by damped expression of a known hypoxia-sensitive gene hypoxia inducible lipid droplet associated [*Hilpda* (also known as *HIG-2*); Fig. 7A]. In Ctrl TFs, we found that 1% O_2_ led to downregulation of the tenogenic transcription factor *Scx*. A known gene target of *Hif1a*, Insulin-like growth factor binding protein 9 (*Igfbp9*; *Ccn3*), which is a member of the CCN secreted ECM associated signaling protein family, also trended down in expression in 1% O_2_ in both Ctrl and cKO TFs, and cKO TFs in 1% O_2_ had reduced expression of *Scx*, although this was not significant (Fig. 7A). To define the extent to which hypoxia and *Hif1a* loss reshape TF transcriptional programs, we performed bulk RNA sequencing (RNA-seq) after 4 days in culture. 

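Bulk RNA-seq was performed on 18 libraries of mouse tail TFs after 4 days in culture, 3 biological replicates in each of 6 groups. Ctrl TFs came from Cre-negative mice and cKO TFs from mice in which Cre recombinase, made under the control of the tenogenic gene *Scx*, deletes the floxed *Hif1a* allele. The 12 libraries of Ctrl and cKO TFs in 20% or 1% O_2_ were fitted together as 4 groups. The other 6 libraries were Ctrl TFs treated with Cre gesicles, which are vesicles that carry the recombinase into cells, and took no part in the comparisons of Ctrl and cKO TFs. By their *Xist* and Y-linked counts, the Ctrl libraries came from 1 male and 2 female mice and the cKO libraries from 2 male and 1 female mice, with the same sex for the same replicate number at both O_2_ levels. The authors deposited RSEM's estimated counts per gene as whole numbers, without normalization, on GRCm38. Library totals ranged from 32579711 to 37298897 in Ctrl 20% O_2_, 34020745 to 39221066 in Ctrl 1% O_2_, 26967440 to 42964226 in cKO 20% O_2_ and 6857558 to 39782214 in cKO 1% O_2_. The smallest total was that of cKO 1% O_2_ replicate 1, whose 10 highest genes held 7.84% of its counts (95% Wilson interval 7.82% to 7.86%). The smallest value each of the 12 Ctrl and cKO libraries could show was taken as 3 counts of its total. It lay between 0.0698 and 0.437 CPM, as counts scaled to the library total are called here. Intervals and floors cover counting error only. Below, values are CPM normalized by edgeR's TMM method, given as mean ± SD with n = 3 libraries per group. The 15850 genes kept by edgeR's filter on low counts were tested with its quasi-likelihood test, and a gene was called differentially expressed at an adjusted p-value under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5.

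*Hif1a* (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530 on GRCm38) was counted in every library. Its counts in replicates 1 to 3 were 12480, 11501 and 12186 in Ctrl 20% O_2_, 17692, 12242 and 15661 in Ctrl 1% O_2_, 11309, 11557 and 19029 in the libraries labelled cKO 20% O_2_ and 3007, 13838 and 20137 in those labelled cKO 1% O_2_. Normalized, these were 349 ± 21.4, 419.5 ± 62.2, 373 ± 75.5 and 439.9 ± 58.5 CPM, respectively. The log2 fold change of cKO against Ctrl was 0.11 in 20% O_2_ (SE 0.16, edgeR adjusted p = 0.757) and 0.075 in 1% O_2_ (SE 0.16, edgeR adjusted p = 0.819; 0.075 with the replicate block, adjusted p = 0.794). *Hif1a* counts were thus not lower in the libraries labelled cKO, and counts over the whole gene do not separate the floxed exon from the others. Between 1% and 20% O_2_, the log2 fold change of *Hif1a* was 0.28 in Ctrl TFs (edgeR adjusted p = 0.439; 0.27 with the replicate block, adjusted p = 0.317) and 0.24 in cKO TFs (edgeR adjusted p = 0.42; 0.25 with the replicate block, adjusted p = 0.306). Transcripts of the Cre transgene, at most 5 counts per library, were found in 5 of the 6 cKO libraries and in 0 of the 12 others.

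**Figure D1:**
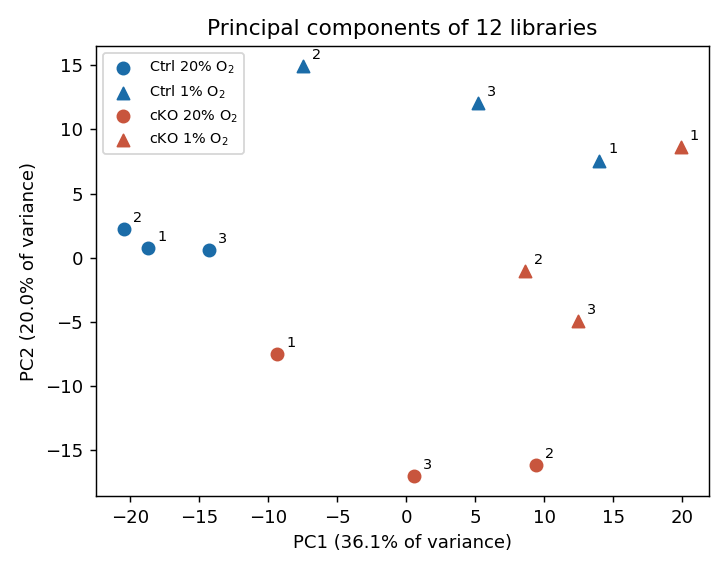
Principal components 1 and 2 of DESeq2's variance-stabilized counts over the 500 most variable genes of the 12 Ctrl and cKO libraries, which held 36.1% and 20.0% of the variance. Each point is 1 library with its replicate number, colored by genotype and shaped by O_2_ level.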

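In Ctrl TFs, 298 of the 15850 genes tested were differentially expressed in 1% compared to 20% O_2_, 233 higher and 65 lower. At an unadjusted p of 0.05 with the same fold change, 829 were higher and 668 lower. Ctrl libraries with the same replicate number had correlated residuals at both O_2_ levels (mean correlation 0.343, against −0.17 for different numbers), and with the replicate number as a block 368 genes were called. The alternative that moved the count most was limma voom with sample quality weights, chosen after the data were seen, with 1543 genes, of which 778 were higher and 765 lower. The largest increases were those of *Slc16a3* (ENSMUSG00000025161, chromosome 11 from 120948480 to 120960868), a lactate transporter, *Ndufa4l2* (ENSMUSG00000040280, chromosome 10 from 127514967 to 127517154) and *Mgarp* (ENSMUSG00000037161, chromosome 3 from 51388412 to 51396738). *Slc16a3* rose from 1.79 ± 0.117 to 155 ± 23.4 CPM, a log2 fold change of 6.44 (SE 0.29, edgeR adjusted p = 4.4e-07; 6.44 with the block, adjusted p = 1.3e-06). *Ndufa4l2* rose from 1.85 ± 0.550 to 78.7 ± 6.93 CPM, a log2 fold change of 5.42 (SE 0.31, edgeR adjusted p = 2.6e-06; 5.44 with the block, adjusted p = 1.5e-04). *Mgarp* rose from 0.143 ± 0.0503 to 6.00 ± 1.36 CPM, a log2 fold change of 5.36 (SE 0.53, edgeR adjusted p = 2.8e-04; 5.36 with the block, adjusted p = 0.00237). The largest decreases were those of *C7* (ENSMUSG00000079105), *Fmnl1* (ENSMUSG00000055805) and *Gap43* (ENSMUSG00000047261). *C7* was at or under the floor of 3 counts in all Ctrl 1% O_2_ libraries and so at least 3.79-fold lower. *Fmnl1* and *Gap43* had log2 fold changes of −2.79 and −2.77 (edgeR adjusted p = 0.0377 and 0.0299). With the block, *C7* and *Fmnl1* were not called (adjusted p = 0.0706 and 0.058).

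Sets of genes listed before the data were seen were tested with limma's rotation test fry, with adjustment over 25 tests. The 31 hypoxia response genes tested had a median log2 fold change of 1.24 (fry in limma, adjusted p = 6.2e-07; 1.26 with the replicate block, adjusted p = 3.8e-04). For the 19 enzymes of glycolysis from glucose to lactate, it was 1.06 (adjusted p = 3.3e-05; 1.05 with the replicate block, adjusted p = 0.00307). For the 6 enzymes that the pentose phosphate pathway shares with glycolysis or gluconeogenesis, it was 1.29 (adjusted p = 6.2e-07; 1.28 with the replicate block, adjusted p = 3.8e-04), and for the 8 enzymes of the pentose phosphate pathway alone 0.35 (adjusted p = 8.2e-04; 0.27 with the replicate block, adjusted p = 0.00636). The lists of shared and of glycolytic enzymes have genes in common, so their results are not independent. The alternative that moved these medians most was no filter on low counts, which gave 0.68 for the shared enzymes. With the filter, 6 of the 8 shared enzymes listed were tested, so without it the median may cover more genes.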

In 1% O_2_, Ctrl TFs were enriched for genes associated with metabolic switching (Fig. 7B,C), including the HIF-1 signaling pathway (24 out of 708 differentially expressed genes; log_2_ fold change of 2.77), glycolysis and gluconeogenesis (19 genes; log_2_ fold change of 3.83) and the pentose phosphate pathway (11 genes; log_2_ fold change of 4.37). We also identified enrichment of molecular pathways associated with ECM deposition and remodeling, including osteoblast differentiation (*Osr2*, *Runx2*, *Smad6*, *Smad7*, *Smad9*, *Bmp4*, *Tgfbr1*, *Tgfbr2*), proteoglycans, and regulation of the actin cytoskeleton (Fig. 7B,C, Fig. S4).

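Of the 8 genes named for osteoblast differentiation, 0 were called differentially expressed in Ctrl TFs in 1% compared to 20% O_2_ with edgeR, with or without the replicate block. *Smad7* (ENSMUSG00000025880, chromosome 18 from 75367529 to 75395935) changed most, from 50.5 ± 8.02 to 28.1 ± 9.52 CPM, a log2 fold change of −0.84 (SE 0.23, edgeR adjusted p = 0.0978; −0.88 with the block, adjusted p = 0.115). *Smad7* was called with DESeq2 (−0.87, adjusted p = 0.0172), with DESeq2 and the block, with no filter on low counts, and with 4 alternatives chosen after the data were seen. *Smad6* (ENSMUSG00000036867, chromosome 9 from 63953076 to 64022059) changed from 93.1 ± 18.7 to 59.7 ± 25.1 CPM, by −0.63 on the log2 scale (SE 0.30), and *Smad9* (ENSMUSG00000027796, chromosome 3 from 54755582 to 54801257) from 3.29 ± 0.706 to 2.59 ± 1.25 CPM, by −0.34 (SE 0.40). *Osr2* (ENSMUSG00000022330, chromosome 15 from 35296098 to 35303305) changed from 3.08 ± 1.67 to 4.54 ± 0.514 CPM, by 0.57 (SE 0.36), and *Runx2* (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) from 19.7 ± 1.23 to 17.5 ± 3.75 CPM, by −0.16 (SE 0.17). *Tgfbr1* (ENSMUSG00000007613, chromosome 4 from 47353222 to 47414931) changed from 47.4 ± 3.50 to 33.6 ± 6.90 CPM, by −0.49 (SE 0.35). *Tgfbr2* (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360) was at 282 ± 115 and 277 ± 76.1 CPM, a log2 fold change of −0.021 (SE 0.32) that turned to 0.013 with the block. *Bmp4* had 2, 18 and 23 counts in Ctrl 20% O_2_ and 1, 17 and 26 in Ctrl 1% O_2_, a log2 fold change of −0.062 (SE 0.86). For *Smad6*, *Smad9*, *Osr2*, *Runx2*, *Tgfbr1*, *Tgfbr2* and *Bmp4*, the edgeR adjusted p-values were 0.32, 0.74, 0.476, 0.704, 0.545, 0.987 and 0.985, and with the block 0.241, 0.561, 0.337, 0.608, 0.424, 0.985 and 0.92.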

**Fig. 7.**
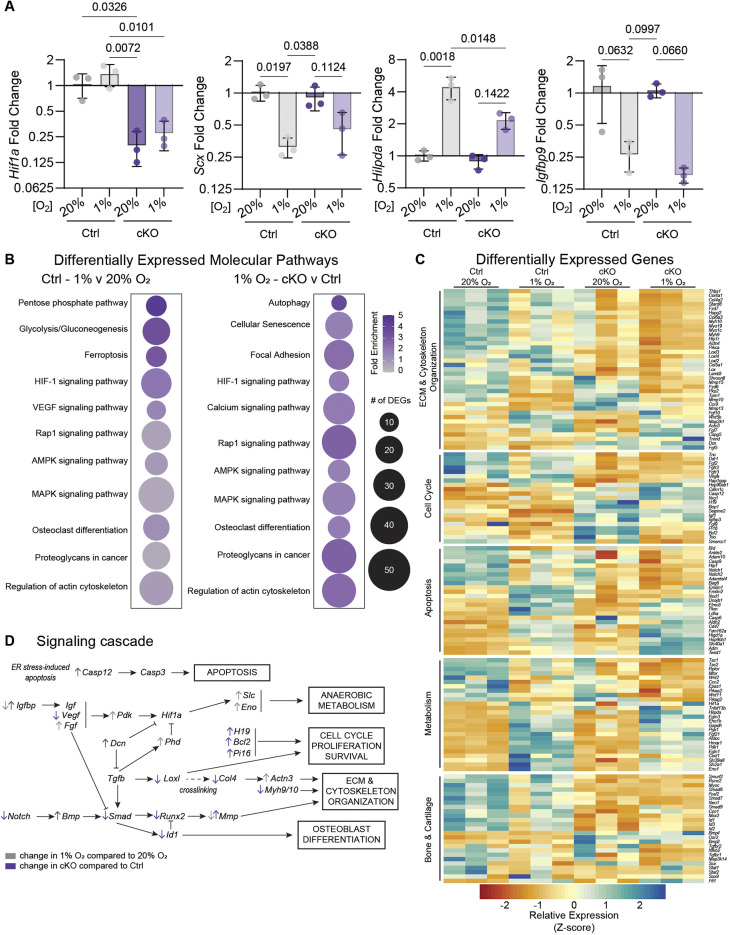
**Knockdown of *Hif1a* in mouse tail TFs desensitizes TFs to hypoxic conditions (1% O_2_) compared to normoxic conditions (20% O_2_).** (A) *Hif1a* relative expression is reduced in mouse tail TFs cultured from mice lacking *Hif1a*. TFs cultured for 1 week in hypoxia express reduced tenogenic (*Scx*) and as well as activated hypoxia-related (*Hilpda*) genes. Each dot represents a biological replicate (*n*=3 per condition); (2^−ΔCq^; *Actb*, *Polr2a* reference genes). Bars show mean±s.d. of ΔC_q_; two-way ANOVA tests with Dunnett's multiple comparisons for hypoxia and genotype. (B) Quantification of KEGG pathways found during bulk RNA-seq in Ctrl 1% O_2_ compared to Ctrl 20% O_2_ and cKO 1% O_2_ compared to Ctrl 1% O_2_. (C) Heatmap depicting DEGs affiliated with ECM and cytoskeleton organization, cell cycle, apoptosis, metabolism, and bone and cartilage. Differentially expressed genes were determined using a fold change cutoff of 1.5 and a *P*-value cutoff of 0.05. (D) Signaling diagram created from differentially expressed genes (*n*=3 per condition).

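Between cKO and Ctrl TFs in 1% O_2_, 6 of the genes tested were differentially expressed, 4 higher and 2 lower in the libraries labelled cKO, although 1549 passed an unadjusted p of 0.05 with the same fold change, of which 449 were higher and 1100 lower. Of the genes DESeq2 called, 92 were higher and 196 lower. The 4 higher genes were *Gm10800* (ENSMUSG00000075014, chromosome 2 from 98666547 to 98667301), a predicted gene, *Dcn* (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143), *Efhd1* (ENSMUSG00000026255, chromosome 1 from 87264363 to 87310839) and *Serpine2*, which was named after its values were seen. *Gm10800* rose from 0.579 ± 0.254 to 14.4 ± 5.45 CPM, a log2 fold change of 4.65 (SE 0.63, edgeR adjusted p = 0.0276). *Dcn*, which encodes the proteoglycan decorin, rose from 122 ± 20.9 to 731 ± 281 CPM, a log2 fold change of 2.58 (SE 0.29, edgeR adjusted p = 0.0171). For *Efhd1*, the values were 1.75 ± 0.440 and 6.65 ± 1.14 CPM and 1.94 (SE 0.26, edgeR adjusted p = 0.0276), and *Serpine2* had a log2 fold change of 0.85 (SE 0.10, edgeR adjusted p = 0.0171). The 2 lower genes were *Ptgs2* (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227), at 182 ± 37.7 and 76.1 ± 0.574 CPM with a log2 fold change of −1.25 (SE 0.17, edgeR adjusted p = 0.0276), and *Prkar2a* (ENSMUSG00000032601, chromosome 9 from 108689314 to 108750436), at 173 ± 10.1 and 93.9 ± 5.07 CPM with −0.87 (SE 0.13, edgeR adjusted p = 0.039). Residuals of cKO and Ctrl libraries with the same replicate number in 1% O_2_ had a mean correlation of 0.104, and with the block 2 genes were called: *Gm10800* at 4.62 and *Dcn* at 2.53 were past the threshold (adjusted p = 0.0379 and 0.0124), while *Efhd1*, *Ptgs2* and *Prkar2a* were not (adjusted p = 0.0517, 0.0517 and 0.0592). *Gm10800* was called in 10 of 13 alternatives. Its call was lost with offsets for GC content and gene length, chosen after the data were seen (edgeR adjusted p = 0.0762).

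In 20% O_2_, 55 genes were differentially expressed between cKO and Ctrl TFs, 23 higher and 32 lower in the libraries labelled cKO. The largest increases were those of *H19*, *Fap* (ENSMUSG00000000392) and *Lum* (ENSMUSG00000036446), the last 2 with log2 fold changes of 3.77 and 3.44 (edgeR adjusted p = 0.0233 and 0.0252). The largest decreases were those of *Atoh8* (ENSMUSG00000037621), *Plxnc1* (ENSMUSG00000074785) and *Adra2a* (ENSMUSG00000033717), with −3.58, −3.16 and −3.04 (edgeR adjusted p = 0.00562, 0.0408 and 0.0233). Averaged over both O_2_ levels, 599 genes differed between cKO and Ctrl TFs, 174 higher and 425 lower, and 358 with the replicate block. DESeq2 called 318 higher and 933 lower. The excess of lower genes was smaller with offsets for GC content and gene length, chosen after the data were seen. These gave 246 higher and 325 lower genes, and 244 and 268 with the block as well. The average counts the libraries of one mouse at both O_2_ levels as separate. With the 2 libraries of each mouse summed, chosen after the data were seen, 25 genes were called, of which 8 were higher and 17 lower.

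In 1% O_2_, the median log2 fold change of cKO against Ctrl TFs was −0.25 over the hypoxia response genes (fry in limma, adjusted p = 0.0163; −0.26 with the replicate block, adjusted p = 0.0253). Over the glycolytic enzymes it was −0.24 (adjusted p = 0.0293; −0.24 with the replicate block, adjusted p = 0.0534), over the shared pentose phosphate enzymes −0.23 (adjusted p = 0.00277; −0.23 with the replicate block, adjusted p = 0.0118) and over the pathway's own enzymes −0.13 (adjusted p = 0.0415; −0.14 with the replicate block, adjusted p = 0.0253). Of 11 alternatives, 9 had the hypoxia response genes past the threshold in 1% O_2_, 7 the glycolytic, 11 the shared and 7 the own enzymes. The highest adjusted p for the own enzymes was 0.244. In 20% O_2_, these medians were 0.082, 0.12, 0.089 and 0.12, and none passed (adjusted p = 0.714, 0.609, 0.562 and 0.141). Counts over the whole *Hif1a* gene, which cannot show the loss of the floxed exon, did not fall in either comparison.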

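The genes drawn in Fig. 7D were compared with the 4 groups of libraries after the data were seen. For the effect of 1% O_2_, 9 of 10 arrows had the direction of the log2 fold change in Ctrl TFs and 10 of 10 in cKO TFs. The other was *Igfbp3*, drawn as lower, with 0.32 in Ctrl TFs (edgeR adjusted p = 0.682). Of these genes, 6 were called differentially expressed in Ctrl TFs and 6 in cKO TFs. For cKO against Ctrl TFs, 22 of 22 arrows had the direction of the log2 fold change in 20% O_2_, in 1% O_2_ and averaged over both. Of these, 8 were called in 20% O_2_, 1 in 1% O_2_ and 13 in the average, which counts the libraries of one mouse as separate. The authors drew the figure from these libraries, so the shared directions are not an independent test.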

In cKO TFs, *Casp12* was elevated compared to Ctrl regardless of oxygen availability, suggesting endoplasmic reticulum stress-induced apoptosis as a potential mechanism of cell death in the absence of *Hif1a* (Fig. 7D). 

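*Casp12*, which encodes a caspase of the endoplasmic reticulum (ENSMUSG00000025887, chromosome 9 from 5345430 to 5373032), was at 34.1 ± 4.31 CPM in Ctrl and 65.0 ± 4.13 CPM in the libraries labelled cKO in 20% O_2_, a log2 fold change of 0.95 (SE 0.17, edgeR adjusted p = 0.0447). In 1% O_2_, it was at 38.2 ± 8.41 and 79.7 ± 8.97 CPM, a log2 fold change of 1.07 (SE 0.17, edgeR adjusted p = 0.0576; 1.08 with the replicate block, adjusted p = 0.103), which was not called. All 3 cKO libraries lay above all 3 Ctrl libraries at both O_2_ levels. Averaged over the O_2_ levels, the log2 fold change was 1.01 (edgeR adjusted p = 0.00217; 1.02 with the block, adjusted p = 0.00544). With or without the block, this average counts the libraries of one mouse as separate, so its p-values may be too small. The alternative that moved the call most was DESeq2, with which the 1% O_2_ difference passed (adjusted p = 1.1e-05), as it did in 6 of its 13 alternatives. In 20% O_2_, the call was kept in 9 of 13 alternatives. Of those without the replicate block, it was lost when the 6 libraries compared were fitted alone and, chosen after the data were seen, with thinned counts (adjusted p = 0.104 and 0.0683). It was also lost when any 1 of the 6 libraries was left out. The *Hif1a* counts of the same libraries are not ordered by genotype, but whole-gene counts cannot show the loss of the floxed exon.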

In 1% O_2_, there were no differentially expressed caspase genes compared to 20% O_2_. 

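Of the 10 caspase genes tested, 0 were called differentially expressed between 1% and 20% O_2_ in Ctrl TFs and 0 in cKO TFs, with edgeR or with DESeq2 with or without the replicate block. Their log2 fold changes ran from −0.49 to 0.40 in Ctrl TFs, where the lowest edgeR adjusted p was 0.36, for *Casp9* (ENSMUSG00000028914; 0.327 with the block). In cKO TFs, *Casp9* was at −0.42 (edgeR adjusted p = 0.218). With limma voom and sample quality weights, chosen after the data were seen, *Casp14* (ENSMUSG00000005355) passed in cKO TFs at −1.34 (adjusted p = 0.00515).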

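*H19*, a long intergenic non-coding RNA (ENSMUSG00000000031, chromosome 7 from 142575529 to 142578143), had 3, 3 and 7 counts in Ctrl 20% O_2_ and 29, 78 and 139 in the libraries labelled cKO 20% O_2_, or 0.128 ± 0.0752 and 2.04 ± 1.06 CPM. Its log2 fold change was 4.00 (SE 0.59, edgeR adjusted p = 0.0233), called in 11 of 12 alternatives. In 1% O_2_, it had 2, 1 and 2 counts in Ctrl TFs, all at or under the floor of 3 counts, and 3, 21 and 51 in cKO TFs (0.768 ± 0.458 CPM). It was thus at least 9.22-fold higher in cKO TFs, a difference that was not called (edgeR adjusted p = 0.0643; 0.0517 with the replicate block). DESeq2 called it in 1% O_2_ (adjusted p = 7.5e-04), 1 of the 7 of 12 alternatives that did. Averaged over the O_2_ levels, with the libraries of one mouse counted as separate, the edgeR adjusted p was 0.002 (0.00192 with the block). *Bcl2* (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) was at 4.23 ± 0.502 CPM in Ctrl and 7.06 ± 0.670 CPM in cKO TFs in 20% O_2_, a log2 fold change of 0.75 (SE 0.22, edgeR adjusted p = 0.19). The 3 cKO libraries lay above the 3 Ctrl libraries, and DESeq2 was 1 of 5 alternatives that called the gene (adjusted p = 0.0404). In 1% O_2_, *Bcl2* was at 3.25 ± 0.816 and 3.48 ± 0.528 CPM, a log2 fold change of 0.11 (SE 0.23, edgeR adjusted p = 0.816; 0.11 with the block, adjusted p = 0.825), which is within the spread between replicates. The average was 0.43 (edgeR adjusted p = 0.11; 0.44 with the block, adjusted p = 0.129). In these libraries the whole-gene counts of *Hif1a*, which cannot show the loss of the floxed exon, were as high in cKO as in Ctrl TFs.

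**Figure D2:**
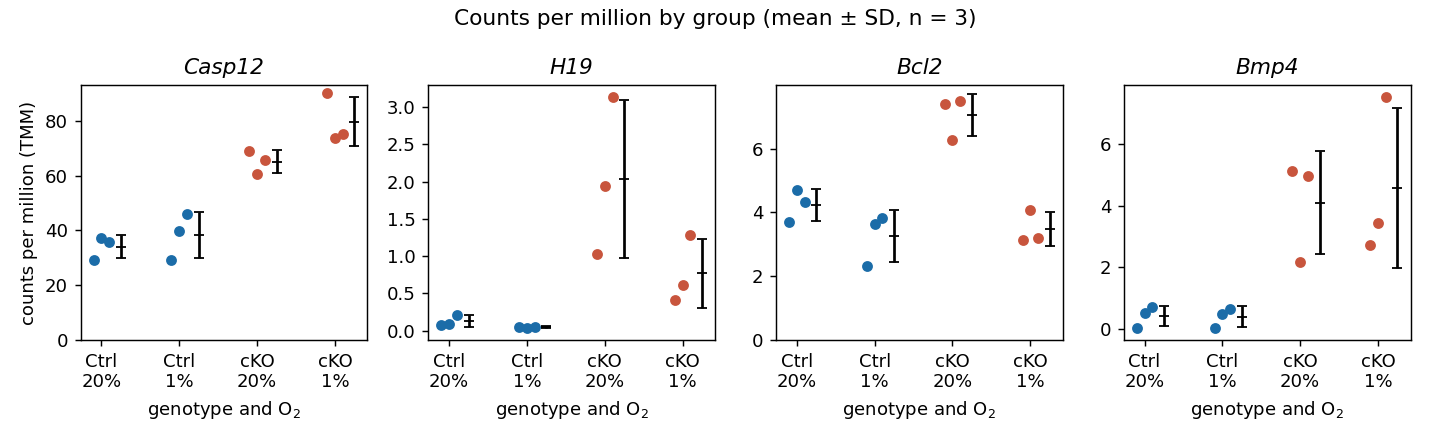
CPM of *Casp12*, *H19*, *Bcl2* and *Bmp4* in Ctrl and cKO TFs in 20% and 1% O_2_. Points are libraries, and bars are the mean ± SD (n = 3).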

Additionally, cKO TFs had upregulated expression of genes associated with the cell cycle, proliferation and survival including the long non-coding RNA *H19* and the apoptosis inhibitor *Bcl2* (Fig. 7D). Even in cKO cells, TFs cultured in 1% O_2_ had elevated genes associated with metabolism (e.g. *Slc40a1* and *Eno1*) compared to 20% O_2_, suggesting that *Hif1a* is not required for glycolytic and iron metabolism in hypoxia *in vitro* (Fig. 7D).

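In cKO TFs, 333 genes were differentially expressed in 1% compared to 20% O_2_, 222 higher and 111 lower, and 163 of them were also called in Ctrl TFs, all in the same direction. At an unadjusted p 824 were higher and 1021 lower, with DESeq2 and the block 534 were higher and 497 lower, and with voom weights, chosen after the data were seen, 1147 were higher and 1571 lower. The mean residual correlation of same-numbered cKO libraries was 0.185, and with the replicate block 444 genes were called. *Slc40a1*, which encodes the iron exporter ferroportin (ENSMUSG00000025993, chromosome 1 from 45908068 to 45926523), rose from 9.04 ± 1.76 to 35.6 ± 16.8 CPM in Ctrl TFs, a log2 fold change of 1.99 (SE 0.32, edgeR adjusted p = 0.00732; 1.87 with the block, adjusted p = 0.0185). In cKO TFs, it rose from 17.9 ± 2.86 to 61.1 ± 8.93 CPM, a log2 fold change of 1.78 (SE 0.31, edgeR adjusted p = 0.0142; 1.78 with the block, adjusted p = 0.0202). The difference of the 2 responses was −0.21 (SE 0.43, edgeR adjusted p = 1.00; −0.090 with the block). *Eno1*, which encodes the glycolytic enzyme enolase 1 (ENSMUSG00000063524, chromosome 4 from 150236721 to 150248879), rose from 1482 ± 74.4 to 3129.8 ± 560.1 CPM in Ctrl TFs, a log2 fold change of 1.09 (SE 0.16, edgeR adjusted p = 0.00367; 1.07 with the block, adjusted p = 0.00888). In cKO TFs, it rose from 1552 ± 227 to 2329 ± 30.8 CPM, a log2 fold change of 0.58 (SE 0.16, edgeR adjusted p = 0.0716; 0.60 with the block, adjusted p = 0.0652), which was not called. It was called in cKO TFs with DESeq2 and the block (0.59, adjusted p = 0.00581), with *Xist* as a covariate (adjusted p = 0.0445), with limma voom weights, chosen after the data were seen, and without cKO 20% O_2_ replicate 2. The difference of the *Eno1* responses was −0.50 (SE 0.22, edgeR adjusted p = 1.00; −0.48 with the block). RSEM divides reads that fit both *Eno1* and its copy *Eno1b* (ENSMUSG00000059040), which was at 19.5 ± 2.60 and 36.2 ± 11.5 CPM in cKO TFs. The largest changes in cKO TFs were those of *Ppp1r3g* (ENSMUSG00000050423) and *Trmt9b* (ENSMUSG00000039620), at or under 3 counts in all cKO 20% O_2_ libraries and so at least 9.43-fold and 3.92-fold higher in 1% O_2_, and that of *Ndufa4l2*, with a log2 fold change of 5.53 (edgeR adjusted p = 2.9e-06). *Cntf* (ENSMUSG00000079415) and *Serpina3h* (ENSMUSG00000041449) were at or under 3 counts in all cKO 1% O_2_ libraries and so at least 3.32-fold and 3.21-fold lower, and *Hs3st1* (ENSMUSG00000051022) had a log2 fold change of −2.81 (edgeR adjusted p = 0.00796). With the block, *Trmt9b*, *Cntf* and *Serpina3h* were not called.

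Over the hypoxia response genes, the median log2 fold change in cKO TFs was 0.92 (fry in limma, adjusted p = 6.2e-07; 0.92 with the replicate block, adjusted p = 3.8e-04), and over the glycolytic enzymes 0.58 (adjusted p = 2.5e-04; 0.60 with the replicate block, adjusted p = 0.0076). Over the shared pentose phosphate enzymes it was 0.82 (adjusted p = 3.0e-06; 0.83 with the replicate block, adjusted p = 9.1e-04), and over the pathway's own enzymes 0.053 (adjusted p = 0.193; 0.099 with the replicate block, adjusted p = 0.321). Because *Slc40a1* and *Eno1* rose in 1% O_2_ in cKO TFs as well, the paper proposes that glycolytic and iron metabolism in hypoxia do not need *Hif1a* *in vitro*. In the libraries of these cells, *Hif1a* counts over the whole gene were not reduced, which does not tell whether the floxed exon was lost.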

We also found that, in cKO TFs, the expression of Loxl and Col4 gene expression were reduced, as was *Myh9* and *Myh10*, suggesting a potential role for *Hif1a* in ECM crosslinking and cytoskeletal organization (Fig. 7D). 

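Of the 5 lysyl oxidase genes (*Lox* and *Loxl1* to *Loxl4*), 4 were lower in the libraries labelled cKO than in Ctrl libraries in 20% O_2_ and 5 in 1% O_2_, with log2 fold changes of −0.86 to 0.016 and −1.45 to −0.34. The exception, *Loxl1* in 20% O_2_, turned negative with DESeq2 and the replicate block and with *Xist* as a covariate. With offsets for GC content and gene length, chosen after the data were seen, *Loxl2* turned positive in 20% O_2_ and *Loxl1* in 1% O_2_. None was called at either O_2_ level with edgeR as described. *Loxl4* (ENSMUSG00000025185, chromosome 19 from 42593982 to 42612813) changed most. It was at 28.9 ± 5.55 and 15.8 ± 4.98 CPM in Ctrl and cKO TFs in 20% O_2_, a log2 fold change of −0.86 (SE 0.26, edgeR adjusted p = 0.197). In 1% O_2_, the values were 36 ± 8.21 and 13.0 ± 3.65 CPM and −1.45 (SE 0.27, edgeR adjusted p = 0.0972; −1.43 with the block, adjusted p = 0.121). DESeq2 called *Loxl4* in 1% O_2_ (adjusted p = 2.5e-04), as did edgeR with no filter on low counts, and averaged over the O_2_ levels edgeR called it at −1.16 (edgeR adjusted p = 0.00974; −1.16 with the block, adjusted p = 0.0121). That average counts the libraries of one mouse as separate.

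Of the 6 *Col4* genes, 6 were lower in cKO TFs in 20% O_2_ (−1.59 to −0.12) and 5 in 1% O_2_ (−1.18 to 0.79), where *Col4a3* was higher. *Col4a4* turned positive in 20% O_2_ with the GC content and gene length offsets and in 1% O_2_ with the voom weights. None was called at either O_2_ level with edgeR as described. *Col4a5* was called in 20% O_2_ with DESeq2 and with no filter on low counts, and with the voom weights *Col4a1*, *Col4a2*, *Col4a5* and *Col4a6* were called in 1% O_2_. *Col4a1* (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) and *Col4a2* (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) overlap at one end. The overlap, from 11312805 to 11312826, is very short against the length of either gene. In Ctrl and cKO TFs, *Col4a1* was at 588 ± 75.0 and 355 ± 182 CPM in 20% O_2_ and 496 ± 118 and 236 ± 105 CPM in 1% O_2_, with log2 fold changes of −0.72 (edgeR adjusted p = 0.386) and −1.07 (edgeR adjusted p = 0.236; −1.14 with the block, adjusted p = 0.285). *Col4a2* had −0.71 and −1.10 (edgeR adjusted p = 0.399 and 0.236; −1.16 in 1% O_2_ with the block, adjusted p = 0.285). Averaged over the O_2_ levels, 1 of the 6 genes, *Col4a5* (ENSMUSG00000031274), was called lower with edgeR. *Myh9* (ENSMUSG00000022443, chromosome 15 from 77760587 to 77842175) was at 348 ± 56.3 and 163 ± 87.3 CPM in Ctrl and cKO TFs in 20% O_2_ and 176 ± 74.6 and 89.8 ± 28.0 CPM in 1% O_2_. Its log2 fold changes were −1.09 (edgeR adjusted p = 0.278) and −0.96 (edgeR adjusted p = 0.267; −0.99 with the block, adjusted p = 0.328), and the average was −1.03 (edgeR adjusted p = 0.0541; −1.05 with the block, adjusted p = 0.0836). *Myh10* (ENSMUSG00000020900, chromosome 11 from 68691559 to 68816632) was at 43.5 ± 7.82 and 28.6 ± 8.76 CPM in 20% O_2_ and 24.5 ± 6.32 and 15.2 ± 5.30 CPM in 1% O_2_, with −0.59 and −0.65 (edgeR adjusted p = 0.356 and 0.281; −0.67 in 1% O_2_ with the block, adjusted p = 0.34) and an average of −0.62 (edgeR adjusted p = 0.0775; −0.63 with the block, adjusted p = 0.111). DESeq2 called the averages of *Myh9* and *Myh10*. All of these averages count the libraries of one mouse as separate. *Hif1a* counts were not lower in these libraries labelled cKO, although whole-gene counts cannot show the loss of the floxed exon.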

*Bmp4* was upregulated in cKO TFs compared to Ctrl TFs, while the expression of Notch and Smad genes, *Runx2* and *Id1* were reduced (Fig. 7D). This suggests that cKO cells are prevented from fully differentiating into bone-forming osteoblasts (Cao et al., 2017; Dahlqvist et al., 2003). 

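*Bmp4* (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) was at 0.430 ± 0.337 CPM in Ctrl and 4.10 ± 1.66 CPM in the libraries labelled cKO in 20% O_2_, a log2 fold change of 3.27 (SE 0.81, edgeR adjusted p = 0.123). In 1% O_2_, it was at 0.402 ± 0.335 and 4.57 ± 2.59 CPM, a log2 fold change of 3.52 (SE 0.82, edgeR adjusted p = 0.172; 3.56 with the block, adjusted p = 0.153). Neither was called, although all 3 cKO libraries lay above all 3 Ctrl libraries at both O_2_ levels. DESeq2 called both (adjusted p = 0.00216 and 0.0012), as did edgeR with no filter on low counts, and edgeR with the filter called the average (adjusted p = 0.0123; 3.55 with the block, adjusted p = 0.01). That average counts the libraries of one mouse as separate. All 4 Notch genes were lower in cKO TFs at both O_2_ levels, with log2 fold changes of −0.77 to −0.60 in 20% O_2_ and −1.71 to −0.59 in 1% O_2_, and none was called with edgeR as described. DESeq2 called *Notch4* in 1% O_2_. *Notch1* (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) had −0.63 and −0.59 (edgeR adjusted p = 0.454 and 0.451; −0.58 in 1% O_2_ with the block, adjusted p = 0.526), and *Notch2* (ENSMUSG00000027878, chromosome 3 from 98013527 to 98150361) had −0.68 and −0.63 (edgeR adjusted p = 0.404 and 0.399; −0.62 in 1% O_2_ with the block, adjusted p = 0.471).

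Of the 8 Smad genes, 7 were lower in cKO TFs in 20% O_2_ (−2.03 to 0.26) and 7 in 1% O_2_ (−1.24 to 0.13). *Smad3* was the exception in 20% O_2_ and *Smad1* in 1% O_2_, and *Smad2* and *Smad9* turned positive in 1% O_2_ with the GC content and gene length offsets. *Smad6* fell to 22.5 ± 4.65 CPM in cKO 20% O_2_, a log2 fold change of −2.03 (SE 0.31, edgeR adjusted p = 0.0233), and *Smad7* to 19.8 ± 4.03 CPM, a log2 fold change of −1.34 (SE 0.24, edgeR adjusted p = 0.0408). In 1% O_2_, the values were 29.7 ± 6.15 and 11.7 ± 2.10 CPM and the log2 fold changes −0.996 and −1.24, which were not called (edgeR adjusted p = 0.207 and 0.112; 0.263 and 0.17 with the block). *Smad9* had −1.79 and −0.41 in 20% and 1% O_2_ (edgeR adjusted p = 0.106 and 0.611; 0.651 in 1% O_2_ with the block). DESeq2 called *Smad9* and *Runx2* in 20% O_2_ and *Smad7* in 1% O_2_. *Runx2* was at 11.9 ± 1.78 and 12.6 ± 1.18 CPM in cKO TFs, with log2 fold changes against Ctrl TFs of −0.72 and −0.46 that were not called (edgeR adjusted p = 0.111 and 0.238; 0.308 in 1% O_2_ with the block), and an average of −0.59 that was (edgeR adjusted p = 0.0252; −0.59 with the block, adjusted p = 0.0422). *Id1* (ENSMUSG00000042745, chromosome 2 from 152736251 to 152737410) was at 43.8 ± 7.52 CPM in Ctrl and 12.2 ± 6.15 CPM in cKO TFs in 20% O_2_, a log2 fold change of −1.82 (SE 0.34, edgeR adjusted p = 0.0462). In 1% O_2_, it was at 27.9 ± 7.55 and 17.8 ± 4.56 CPM, a log2 fold change of −0.64 (SE 0.33, edgeR adjusted p = 0.337; −0.67 with the block, adjusted p = 0.317). In 20% O_2_, a fit of the 6 libraries compared lost the calls of *Smad6*, *Smad7* and *Id1* (adjusted p = 0.0637, 0.104 and 0.149), and *Xist* as a covariate those of *Smad7* and *Id1* (adjusted p = 0.0555 and 0.0616). A filter of CPM above 1 in at least 3 libraries and a fit of all 18 libraries also lost that of *Id1* (adjusted p = 0.0529 and 0.118). The replicate block in edgeR lost the call of *Smad7* (adjusted p = 0.0693). The averaged *Runx2* call, which counts the libraries of one mouse as separate, was kept in 6 of 12 alternatives. The *Hif1a* counts of the cKO libraries were not below those of the Ctrl libraries, which leaves open whether the floxed exon was lost.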

Despite this, cKO cells still generate a matrix consistent with disorganized pathogenic mineralization, indicating a process of calcification or heterotopic ossification (Cao et al., 2017; Dahlqvist et al., 2003).

### Hypoxic conditions *in vitro* lead to dysregulation in fibroblast metabolism and nascent matrix deposition regardless of genotype

After 4 days in culture, we observed decreased ATP availability in hypoxic conditions (1% O_2_) regardless of *Hif1a* expression (when normalized to cell density), supporting that TFs in hypoxia do not produce as much ATP as TFs in normoxia (20% O_2_) and instead rely on glycolysis (Fig. 8). Cell density did not significantly change at either the 2-day or 4-day time points, while ATP and matrix data at 2 days followed similar trends to 4-day cultures (Fig. S5A,C). Newly synthesized and secreted (nascent) matrix area was increased, although not significantly, in cKO cells cultured in normoxia compared to Ctrl cells, suggesting that cKO cells may generate more ECM under normoxic compared to hypoxic conditions (Fig. 8). Lastly, hypoxic conditions increased calcium, while glycosaminoglycan (GAG) production trended down in hypoxia at 2 weeks regardless of genotype (Fig. S5B). To determine what transcriptional differences may lead to the structural and mechanical defects seen in the cKO tendon-to-bone interface, we performed spatial transcriptomics on P5 Achilles entheses.

**Fig. 8.**
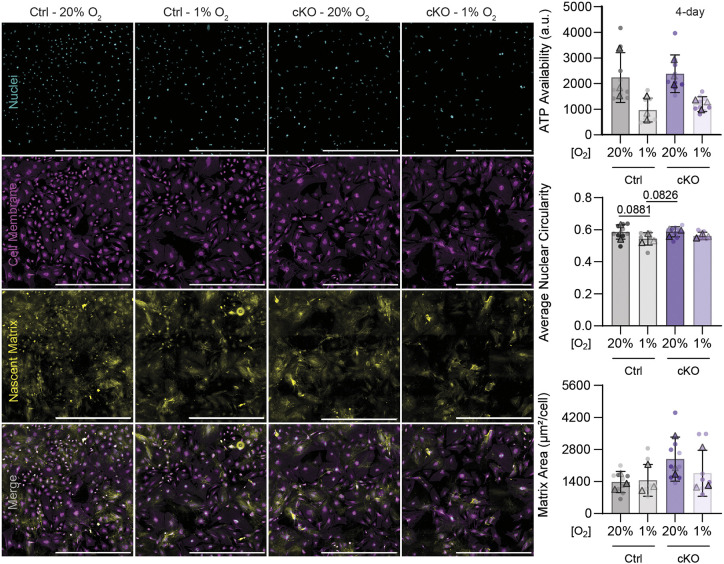
**Knockdown of *Hif1a in vitro* causes dysregulation in metabolism and nascent matrix deposition.** Nascent matrix staining of Ctrl and cKO TFs cultured in 20% O_2_ or 1% O_2_ for 4 days. Decreased ATP was available in hypoxic conditions regardless of genotype when normalized to cell density. Nuclear circularity trended down in Ctrl and cKO cells cultured in hypoxia compared to normoxia. Nascent matrix area may increase in cKO cells cultured in normoxia compared to other conditions when normalized to cell density. Bars show mean±s.d.; two-way ANOVA tests with Dunnett's multiple comparisons for hypoxia and genotype. Triangles denote average of one biological replicate across three technical replicates (*n*=3 per condition). a.u., arbitrary units. Scale bars: 1 mm.

### Spatial transcriptomics at P5 reveals altered tendon–bone patterning in the cKO Achilles enthesis

P0 cKO tendon-to-bone interfaces appeared to pattern similarly to Ctrl based on histology with defects emerging by P7 (Fig. 5A, Fig. S3). Therefore, sections from P5 Achilles and entheses were used to compare transcriptional differences between Ctrl and cKO mice that may lead to the dysregulation of cell and ECM organization. The spatial transcripts were first segmented into insertional tendon and bone regions (Fig. 9A). Segmented regions of tendon had higher reads with more unique genes compared to bone regions for both Ctrl and cKO sections, with these regions of interest (ROIs) yielded the following sequencing depths and detected genes: Ctrl bone (15,054 reads; 5032 unique genes), Ctrl tendon (21,368 reads; unique 5830 genes), cKO bone (13,287 reads; unique 4778 genes) and cKO tendon (38,494 reads; unique 7475 genes). Differential expression analyses were performed between tendon and bone ROIs within each section using a minimum inclusion threshold of greater than or equal to ten reads per gene. In general, when comparing relative expression between ROIs within samples, there were several ECM-associated genes that followed expected trends in expression between tendon and bone regardless of genotype, including *Dcn*, *Col1a1*, *Col1a2*, *Col6a1* and *Sparc* (elevated in tendon compared to bone in both Ctrl and cKO), *Col2a1*, *Col11a2*, *Col3a1*, *Postn* and *Aspn* (elevated in bone compared to tendon in both Ctrl and cKO) (Fig. 9C). However, a subset of genes represented divergent patterns of expression between tendon and bone that was dependent on genotype: for example, *Col6a3*, *Ppic*, *Timp2* and *Col5a1* had higher relative expression in Ctrl tendon compared to bone, yet cKO bone had elevated expression of these genes compared to cKO tendon (Fig. 9C). Conversely, *Mpz* and *Ctsb* were elevated in Ctrl tendon compared to Ctrl bone and was relatively lower in cKO tendon compared to cKO bone (Fig. 9C). Additionally, while some genes revealed no differences in expression between Ctrl bone and tendon (e.g. *Acta1*, *S100a6*, *Fn1*, *Psap*, *Serpinh1* and *Actb*), these genes were relatively elevated in cKO bone versus tendon. Only a few genes were relatively different between tendon and bone in cKO tissues, without these same genes showing obvious differences between Ctrl tendon and bone (*Col6a2*, *Ptma* and *Gnas*) (Fig. 9C). Together, these data support that Ctrl and cKO tendon/bone have overlapping and diverging transcriptional patterns, with many ECM genes that are classically associated with bone and tendon remaining unperturbed by *Hif1a* knockdown and other genes, primarily those associated with cell motility, signal transduction and cytoskeletal remodeling, being divergent in expression between tendon and bone in a *Hif1a-*dependent manner.

**Fig. 9.**
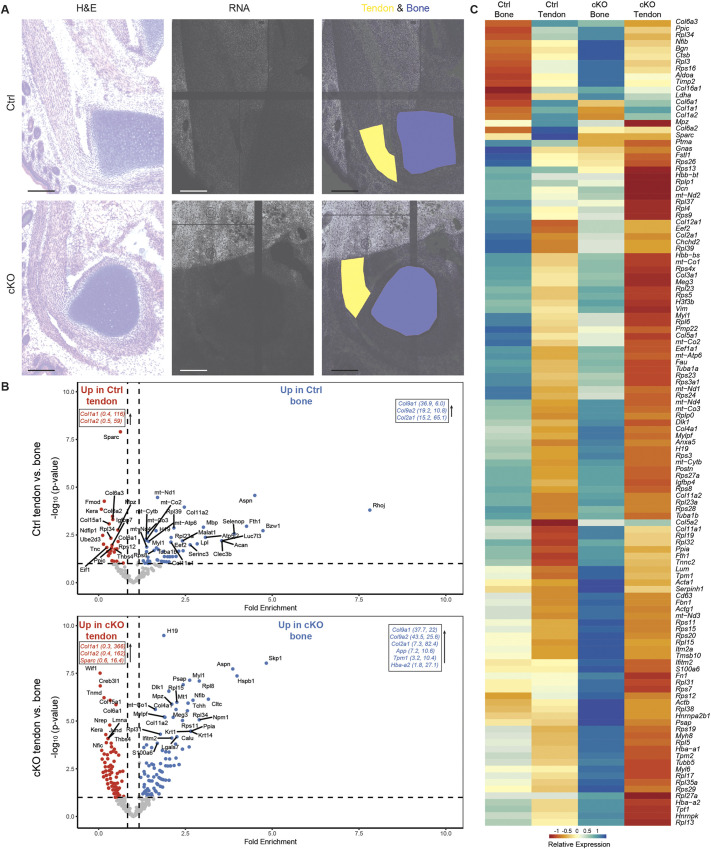
**Spatial transcriptomics at P5 reveals altered tendon–bone patterning in cKO animals.** (A) Hematoxylin and Eosin-stained sections of P5 mouse Achilles tendon insertions with transcripts overlapped and the tendon (yellow) and bone (blue) segmented. Scale bars: 200 μm. (B) Volcano plots indicating differentially expressed genes (DEGs) in Ctrl tendon versus bone comparison and cKO tendon versus bone comparison as defined by a gene with at least ten counts in either ROI, a *P*-value cutoff of 0.1, and a fold enrichment of at least 20%. Top 50 DEGs are labeled. (C) Heatmap of top DEGs, clustered using Ward's linkage normalized to the number of reads in each ROI. *n*=1 per genotype.

## DISCUSSION

This study reveals that the tendon enthesis maintains a hypoxic niche during early postnatal growth. This unique microenvironment that persists beyond birth and underlies key aspects of fibrocartilage development, cell survival and ECM organization. Using temporal mapping with EF5 staining, we showed that hypoxia is restricted to the mouse enthesis postnatally, while adjacent tendon and cartilage shifts towards higher oxygen concentrations soon after birth. This focal hypoxia highlights oxygen availability as a potential determinant of cell fate and ECM formation at the tendon–bone interface. Our findings build upon established parallels between the enthesis and the skeletal growth plate, both of which rely on hypoxia and HIF-1α for proper development (Blitz et al., 2013; Schipani et al., 2001; Amarilio et al., 2007; Bentovim et al., 2013; Schipani, 2010). However, unlike the growth plate which fuses upon skeletal maturity, the enthesis maintains an ‘arrested’ developmental state (Benjamin et al., 2002; Zelzer et al., 2014). In this study, we showed that loss of *Hif1a* in tendon and enthesis progenitors compromised enthesis cell survival during the postnatal growth, leading to impaired structural and cellular maintenance at the enthesis. This resulted in abnormal tendon–bone structural attachments, disrupted bone shape, and ultimately failure to maintain the fibrocartilaginous transition zone. These data suggest that maintaining HIF-1α is essential for the maintenance of a functional enthesis and is dispensable for tendon development and function.

The structural deficiencies we found in the enthesis and tendon are associated with underlying changes in TF biology. TFs are the primary architects of the collagen-rich tendon ECM, which is crucial for mechanical strength (Kannus, 2000). During fetal development, tendon-resident cells are highly proliferative, then shift to robust ECM production during postnatal growth (Felsenthal et al., 2018). In other mesenchymal populations, hypoxia induces a switch from oxidative phosphorylation and mitochondrial respiration to glycolysis, a pathway essential for cell survival under low oxygen conditions (Schito and Rey, 2018). Chondrocyte survival in growth plate hypoxia, for instance, relies on the suppression of mitochondrial respiration (Dyment et al., 2015; Breidenbach et al., 2015; Yao et al., 2019). We characterized the metabolic shifts typically associated with hypoxia in cells derived from tendon. 

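The difference between cKO and Ctrl TFs in their response to 1% O_2_ was tested as the interaction of genotype and O_2_ in the 4-day RNA-seq libraries. Of the 15850 genes, 0 were called and 292 passed an unadjusted p of 0.05 with a fold change of at least 1.5. With the replicate block, 0 genes were called. The median interaction was −0.34 over the glycolytic enzymes (fry in limma, adjusted p = 0.0534; −0.32 with the replicate block, adjusted p = 0.137) and −0.30 over the hypoxia response genes (adjusted p = 0.0869; −0.25 with the replicate block, adjusted p = 0.202), neither past the threshold. It was −0.47 over the shared pentose phosphate enzymes (adjusted p = 0.00977; −0.45 with the replicate block, adjusted p = 0.0444) and −0.33 over the pathway's own enzymes (adjusted p = 0.0207; −0.33 with the replicate block, adjusted p = 0.0253). Apart from fits with a library left out, GC content and gene length offsets with the replicate block moved these medians most. With these offsets, chosen after the data were seen, the shared enzymes had −0.36 and were not past the threshold. Without cKO 20% O_2_ replicate 2, the median over the hypoxia response genes was −0.14.

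For each replicate number, the mean log2 response of a list was taken between its 1% and 20% O_2_ libraries. The mean ± SD over 3 mice was 0.94 ± 0.12 in Ctrl and 0.65 ± 0.23 in cKO TFs for glycolysis (2-sided exact permutation p = 0.2), 1.42 ± 0.15 in Ctrl and 1.06 ± 0.15 in cKO TFs for the shared enzymes (exact p = 0.1), 0.35 ± 0.062 in Ctrl and 0.019 ± 0.094 in cKO TFs for the own enzymes (exact p = 0.1) and 1.53 ± 0.10 in Ctrl and 1.36 ± 0.18 in cKO TFs for the hypoxia response genes (exact p = 0.3). The smallest p that 3 mice against 3 allow is 0.1, and adjusted over 6 lists these p-values were 0.3, 0.2, 0.2 and 0.36. Over the 1124 genes called for the O_2_ effect averaged over both genotypes, the response in its own direction was 1.12 ± 0.14 in Ctrl and 1.15 ± 0.41 in cKO TFs (exact p = 0.9). In replicates 1 to 3, it was 1.26, 0.981 and 1.13 in Ctrl and 1.60, 0.816 and 1.04 in cKO TFs. The highest value, that of cKO replicate 1, rests on the 1% O_2_ library of lowest depth. The response was smaller in cKO TFs for 532 of these genes (47.3%), and the median difference of cKO less Ctrl TFs was 0.019. In the libraries labelled cKO, *Hif1a* counts were not reduced at either O_2_ level, but counts over the whole gene cannot show the loss of the floxed exon.

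**Figure D3:**
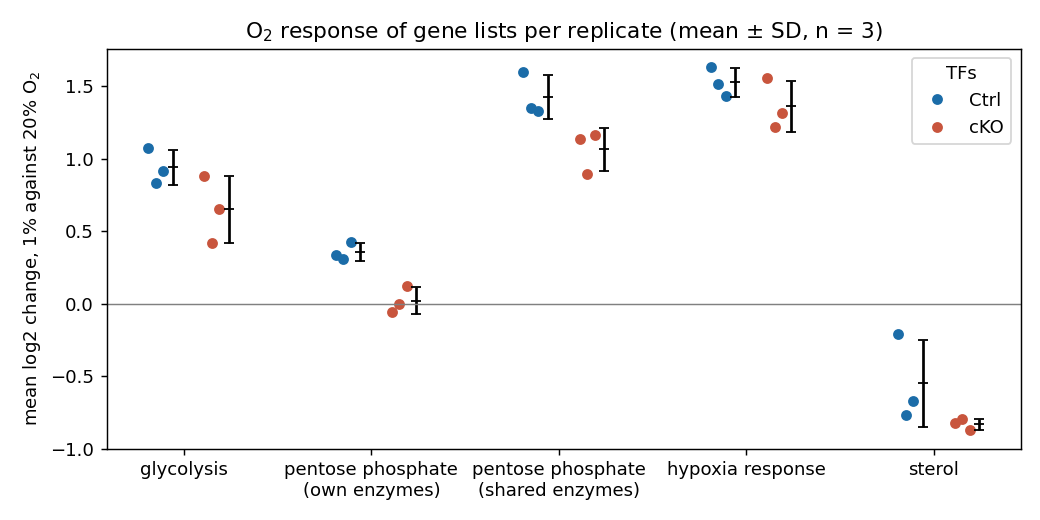
Mean log2 change in 1% compared to 20% O_2_ of 5 gene lists, for each replicate number of Ctrl and cKO TFs (points), with the mean ± SD (n = 3). All 3 cKO points lie below all 3 Ctrl points for both pentose phosphate lists and for the sterol genes.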

Our transcriptomic profiling of TFs revealed that *Hif1a*-deficient cells were less capable of executing these metabolic switches, supporting the idea that hypoxic adaptation in the tendon requires HIF-1α. Interestingly, despite classical concepts, we did not observe increased TF proliferation or enhanced ECM deposition *in vitro* under hypoxic conditions, suggesting that TF responses to hypoxia may be more nuanced, and perhaps dependent on additional factors. Further, our spatial transcriptomic data unveiled a possible dysregulation of cell proliferation, apoptosis, and growth pathways in which the cells may be signaled to proliferate but are failing during the cell cycle due to DNA damage, possibly leading to the dysregulation of cell population homeostasis. These spatial data should be interpreted as exploratory. Because the analysis was ROI-based with limited replication and read depth varying across ROIs, and because comparisons were performed primarily within sections (tendon ROI versus bone ROI within a tissue sample), the dataset is not well powered for definitive genotype-specific, tendon-intrinsic conclusions. Instead, these results nominate candidate pathways for validation in follow-up studies (e.g. bulk RNA-seq of isolated compartments and/or higher-replicate spatial approaches). In tandem with increased TUNEL staining in the developing cKO enthesis, these transcriptional findings indicate that knockdown of *Hif1a* in tendon-resident cells disrupts cell-cycle and apoptosis pathways, likely contributing to the structural and mechanical defects observed during tendon and enthesis development. Notably, these signals are likely spatially and temporally heterogeneous as apoptosis appears to be enriched in the developing enthesis, whereas increased cell density was observed later in the insertional tendon. This may reflect compensatory or maladaptive remodeling, consistent with an overall dysregulation or imbalance of proliferation and apoptosis.

Pathologically, the disrupted cellular environment at the cKO enthesis may promote recruitment of macrophages and other immune cells, compounding tissue damage and degeneration. Elevated HIF-1α in tendinopathy is associated with proinflammatory cytokine production and apoptosis, contributing to ECM breakdown and poor healing outcomes (Millar et al., 2012). Other oxygen tension-dependent mechanisms, such as the modulation of *Rac1* activity, have also been implicated in tendon disorders, reinforcing the clinical relevance of these developmental mechanisms (McBeath et al., 2019). Further, the developing tendon and enthesis may experience a different oxygen environment than mature tendon (Howell et al., 2017), and it is important to note that, while HIF-1α can be induced by hypoxia, HIF-1α expression can also be induced by inhibiting the prolyl-4-hydroxylase domain (PHD) enzymes, which leads to the stabilization of HIF-1α (Jaśkiewicz et al., 2022). For example, transforming growth factor β1 (TGFβ1) can inhibit PHD expression and stabilize HIF-1α in fibrosarcoma cell lines and mouse embryonic fibroblasts (McMahon et al., 2006; Lee et al., 2019). As such, we found oxygen-independent mechanisms by which HIF-1α may also be regulated in the tendon and enthesis.

The observed modifications in gene expression patterns of TFs *in vitro* further support the hypothesis that HIF-1α modulates metabolic switches, ECM synthesis and cytoskeletal organization under low oxygen tension. Specifically, the blunted transcriptional and metabolic responses of *Hif1a*-deficient TFs to hypoxia, along with changes in ECM-related gene expression, suggest that adaptation to hypoxia is not solely compensatory but may be required for proper ECM assembly and maintenance. We showed that the ability of TFs to deposit ECM may be dependent on *Hif1a*, and we have identified potential regulators of cell function including cell cycle and ECM regulation that were independent of hypoxia. The upregulation of apoptotic markers and alterations in cell cycle-related genes hint at possible mechanisms for impaired tissue integrity in the absence of *Hif1a*. As we used cells isolated from tail tendons for tissue culture experiments, which are positional and not load bearing like the Achilles tendon, these cells may not fully recapitulate the microenvironment or cellular responses of the load-bearing Achilles enthesis. Additional studies using cells derived from the mouse Achilles tendons or other load-bearing tendons could better validate these findings.

While our study focuses on tendon-resident Hif1a function using constitutive *Scx*Cre, it is important to recognize that *Hif1a* loss in broader limb mesenchymal populations can produce primary defects in endochondral skeletal development. In particular, *Prrx*1Cre–mediated ablation of *Hif1a* (in the limb bud mesenchyme) causes marked growth plate abnormalities and impaired chondrogenesis, underscoring the requirement for HIF-1α during cartilage and growth plate maturation in the embryonic limb (Schipani et al., 2001). This prior work is relevant to interpretation of *Scx*Cre models because constitutive *Scx*Cre does not perfectly restrict recombination to TFs; *Scx* expression is developmentally dynamic and is expressed in the skeletal primordia (Asou et al., 2002) and condensing cartilage (Cserjesi et al., 1995), and recombination in non-tendon cells (Wernlé et al., 2023) likely contributes to the phenotype we observed. Consequently, some components of the tendon and enthesis phenotype could reflect a combination of tendon- and enthesis-intrinsic effects of *Hif1a* loss and secondary consequences of altered growth plate maturation. This is particularly relevant because disruptions in growth plate development can alter long-bone growth, joint and epiphyseal geometry, and local mechanical loading, which in turn may influence enthesis loading and mineralization trajectories during postnatal maturation. In the future, more targeted gene knockdown using inducible, tendon-specific *Cre* lines will be worth pursuing.

Taken together, our results indicate hypoxia as a defining feature of the developing enthesis, with HIF-1α functioning as a gatekeeper of cell survival, ECM organization and tissue architecture at the tendon–bone interface. These discoveries have important implications for understanding enthesopathies, such as those seen in rotator cuff injuries, where impaired ECM organization and cell death are observed (Fu et al., 2021). Furthermore, these data suggest that maintaining a hypoxic niche or manipulating HIF-1α signaling could serve as a therapeutic or tissue engineering strategy to promote functional enthesis regeneration.

The maintenance of a hypoxic niche at the postnatal enthesis and the necessity of HIF-1α for cell survival and structural organization establish new principles underlying the development of the tendon-to-bone interface. Our results open avenues for further research and ultimately inform potential therapies for tendon and enthesis repair through the manipulation of oxygen in the interfacial environment to further influence the guided regeneration of the cellular and ECM gradients necessary for mechanical function post-injury.

## MATERIALS AND METHODS

### Mouse husbandry

*Hif1a^flox/flox^; ScxCre* mice (C57BL6J/129S1 mixed background) were generated by crossing male *Hif1a* heterozygous (*Hif1a^flox/WT^*) *ScxCre* mice with homozygous *Hif1a^flox/flox^* females to generate constitutive knockout mice (cKO; *Hif1a^flox/flox^*;*ScxCre*) and Ctrl mice (Cre-negative *Hif1a^flox/flox^* or *Hif1a^flox/WT^*;*ScxCre*). All experiments were approved by institutional review (IACUC). Mice were euthanized following IACUC approvals (carbon dioxide asphyxiation if >8 days of age or decapitation if <8 days of age). When possible, left and right limbs from each mouse were used in complementary assays (e.g. histology/nanoCT using left limbs and biomechanical testing using right limbs) to reduce animal numbers. A total of 156 mice, including Ctrl, were used across all time points.

### EF5 staining

Because of the intrinsic link between hypoxia and *Hif1a*, we first determined whether a hypoxic environment exists in the developing Achilles enthesis using EF5 staining, which in the presence of hypoxia forms cellular adducts that can be visualized by immunostaining (*n*≥3 C57BL6J embryos or mice per time point) (Koch, 2002). 2-Nitroimidazole EF5 compound (10 mM) was administered intraperitonially in timed-pregnant C57/BL6J dams (E16.5) or subcutaneously in neonatal pups 2 h prior to euthanasia (at P1 and P5). Hindlimbs were embedded in optimal cutting temperature (OCT) glycol-based embedding media, cryosectioned, and stained with ELK3-51 AF488 antibody (75 μg/ml) with and without competed stains (EF5 Hypoxia Detection Kit, Alexa Fluor 488; Sigma-Aldrich, EF5-30A4M). Cells experiencing hypoxic stress accumulated EF5 adducts and were visualized using fluorescence microscopy (ECLIPSE Ni-U, Nikon; 20×). Tissues were counterstained with DAPI for nuclear staining.

### Gross anatomy, X-ray imaging, and forelimb grip strength

Ctrl and cKO mice were weighed at 4 or 8 weeks of age (*n*=15 for Ctrl and *n*=11 for cKO at 4 weeks of age; *n*=13 for Ctrl and *n*=8 for cKO at 8 weeks of age) and grip force was measured using a grip strength test device (BIO-GS4, Bioseb). Mice were then euthanized to visualize gross musculoskeletal anatomy and skeletal morphology using planar X-ray (Faxitron MX-20; 25 kV, 8 s; digitized with Fujifilm FCR Prima T2).

### Tendon and enthesis biomechanics

After euthanasia, intact left limbs from Ctrl (Cre-negative, *n*=15; Cre-positive, *n*=3 males) and cKO mice (*n*=15) at 8 weeks of age were frozen at −20°C. Achilles tendons and calcaneus were dissected and kept hydrated (with removal of the plantaris tendon and surrounding muscles). Tendon volume was imaged using OCT with polarization (TEL221PSC1, OCT-LK4 lens, ThorLabs Inc.). Intensity and polarization images were acquired in 3D (A-scan averaging=4; spacing=10 μm in *x* and *y*, 2.5 μm in *z*; sampling rate=28 kHz) and intensity and retardation images were exported (32-bit TIFF). The full 3D OCT image stacks were analyzed on a slice-level using a 2D FFT method to measure frequency of retardation, which describes collagen organization (MATLAB). For each slice, we extracted the distance from the center to the maximum peak in frequency space by summing the pixel values in 2-pixel-wide concentric rings radiating from the center. The AUC of dominant frequency versus slice-depth curve is reported per sample as collagen organization metric where a higher retardation frequency (i.e. more tightly packed retardation patterns) results in a higher AUC after FFT, implying increased organization. Slice analysis was used to determine tendon CSA and bifurcation distance (Dragonfly, Comet Technologies Canada Inc.). After imaging, the proximal Achilles tendon was clamped in a thin film grip (Imada) with the calcaneus secured in a custom 3D-printed fixture (FormLabs 3B, Somerville, MA, USA) prior to uniaxial tensile testing. The tendon and grip were placed in a room temperature PBS bath and a pin was used to secure the tendon-grip unit. Uniaxial tensile tests were conducted with load measured using a multi-axis load cell (±70 N; Mach-1 VS500CST, Biomomentum). Samples were preloaded to 0.2 N and preconditioned for ten cycles (±0.025 mm at 0.1 Hz). Grip-to-grip gauge length (L_0_) was measured at the start of each test after preload and was consistent between tests (3.6±0.5 mm). Load and torque data were collected while applying displacement to failure at 0.01 mm/min to assess axial and off-axis loading. Mechanical properties (e.g. maximum load, maximum strain, linear stiffness; linear modulus and maximum stress calculated using load and CSA) of the Achilles tendon were calculated from force-displacement data using a piecewise linear segmentation by dynamic reprogramming recursion package (dpseg) in R (v4.2.2 or later; The R Project for Statistical Computing, Vienna, Austria). Data are presented as mean±s.d. and compared using a one-way ANOVA and corrected for multiple comparisons using Tukey's multiple comparisons tests (Prism v9.0+; GraphPad).

### NanoCT

Right mouse hind limbs at 8 weeks of age were fixed at 4% paraformaldehyde. After fixation, limbs were suspended in a 3% agar solution and scanned using a Nantom M scanner (nanoCT; 8 μm voxel resolution; 80 kV, 400 μA, 0.381-mm aluminum filter, 500-ms timing with three averaged frames and one skipped frame after axis rotation; 2000 projection images acquired at a source-to-axis distance of 48 mm; Waygate Technologies LP). 3D reconstructed nanoCT images were analyzed using Dragonfly software (v2021.3; Object Research Systems, Inc.) to measure calcaneal bone morphometry. Data are presented as mean±s.d. and compared using a one-way ANOVA and corrected for multiple comparisons using Tukey's multiple comparisons tests (Prism v9.0+; GraphPad). For shape analysis of the calcanei, nanoCT images were filtered in Dragonfly using Laplacian smoothing (60 iterations) and STL files were imported into ShapeWorks Studio (Cates et al., 2017). Shapes were groomed to fill gaps and aligned based on anatomical landmarks and optimization (128 particles; initial relative weighting=0.25; relative weighting=75; starting/ending regularization=1000; 1000 iterations per split; optimization iterations=2000; Procrustes rotation/translation; Procrustes interval=10; narrow band=4).

### Histology, TUNEL staining and TEM

Hind limbs from Ctrl and cKO mice at P0, P7, P14 and P56 (8 weeks of age) were decalcified in 14% ethylene diamine tetra-acetic acid (EDTA, pH 7.2) after fixation and/or nanoCT then paraffin embedded for histology. Tissues were embedded in the sagittal plane to visualize the Achilles enthesis and tendon midsubstance and sectioned at 5-10 μm and serial slides were stained for Hematoxylin and Eosin, Toluidine Blue, Safranin O, silver nitrate or Picrosirius Red. Slides were imaged in brightfield using a 20× objective on a Cytation 10 (Agilent). Sections stained with Picrosirius Red were imaged using circular polarized light microscopy with a 10× objective on an epifluorescent microscope (Leica) and a polarization camera and ThorCam software (ThorLabs Inc.) for quantitative polarized light microscopy. The degree of linear polarization and the standard deviation of angle of polarization were analyzed using the Math and SciPy Stats libraries in Python3. Data were compared using two-way ANOVA between genotype and age (Prism GraphPad, v10). Paraffin sections from Ctrl and cKO mice at P7 and P14 were stained using the In Situ Cell Death Detection Kit (Roche, 11 684 817 910) with DAPI (to stain nuclei). TUNEL-stained slides were imaged using epifluorescence microscopy (ECLIPSE Ni-U, Nikon, or Cytation 10). For TEM, Achilles tendons from adult (8 weeks old) Ctrl and Hif1a cKO mice were fixed with glutaraldehyde and osmium tetroxide and were embedded in plastic (*n*=2/group). Ultrathin sections were produced to visualize the ultrastructure and collagen fibrils using a JEOL-1400 transmission electron microscope (5000×, NANOSPRT12 camera, 960 ms exposure×2std. frames, Gain:1, Bin: 1). Images were analyzed using Fiji/ImageJ using Otsu thresholding, watershed segmentation, and particle analysis (Schneider et al., 2012).

### *In vitro* TF culture for gene expression and cell assays

Ctrl (Cre-negative) and cKO mouse tail TFs were isolated from 4- to 6-month-old male and female mice (*n*=3) for *in vitro* studies using collagen gels (PureCol-S, Millipore Sigma) (Kent et al., 2022) TFs from Ctrl and cKO mice were seeded on collagen-I-coated-tissue-culture plastic at 2500 cells/cm^2^ in DMEM:F12 containing 1% fetal bovine serum and 1% Penicillin/Streptomycin in either 20% O_2_ or 1% O_2_ conditions (Whitley H35 Hypoxystation, Don Whitley Scientific). Total RNA was isolated after 1 week in culture [for quantitative polymerase chain reaction (qPCR)] or 4 days in culture (for bulk RNA-seq) using spin-columns (PureLink RNA mini kit, Thermo Fisher Scientific) with on column genomic DNA digestion (RNase-free DNase, QIAGEN). RNA quality and quantity were checked using a NanoDrop spectrophotometer (qPCR; Thermo Fisher Scientific) or Bioanalyzer (RNA-seq; Agilent 2100 Bioanalyzer). RNA with a 260/280 ratio greater than 2.0 was reverse transcribed to cDNA (qPCR; SuperScript IV VILO Master Mix, Thermo Fisher Scientific) and 10 ng/μl of cDNA was used per reaction. Quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) was performed in triplicate for each gene (Table S1) using a CFX96 Real-Time PCR Detection System (Bio-Rad) with Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) with *Rplp0* and *Polr2a* were used as reference genes. After normalization to reference gene Cq values, fold change data were compared using two-way ANOVAs and corrected for multiple comparisons with Tukey's multiple comparisons tests (Prism v9.0+; GraphPad).

For bulk RNA-seq (4 days in culture), samples (RNA Integrity Number>8.6) were submitted for Poly-A enrichment library preparation (Illumina) and sequenced using 151 bp paired-end sequencing (Illumina NovaSeqXPlus, System Suite v1.3.0.39308). De-multiplexed Fastq files were generated using BCL Convert Conversion Software v4.0 (Illumina). Cutadapt v4.8 (Martin, 2011) was used to trim reads and FastQC v0.11.8 was used to ensure data quality (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; accessed 2 July 2025). Next, Fastq Screen v0.15.3 was used to screen for contamination (Wingett and Andrews, 2018). Reads were then mapped to the reference genome GRCm38 (ENSEMBL) using STAR v2.7.8a (Dobin et al., 2013) and assigned count estimates to genes with RSEM v1.3.3. (Li and Dewey, 2011). Alignment options followed ENCODE standards for RNA-seq. Multiqc v1.20 compiled the results from several of these tools and provided a detailed and comprehensive quality control report (Ewels et al., 2016). Differential gene expression was determined from count matrices with a paired design (e.g. Cre-negative Ctrl versus cKO) in DESeq2 in R/Bioconductor (Love et al., 2014). 

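The paper's paired design was tried as a block for the replicate number. DESeq2 without a block called 694 genes in Ctrl TFs and 889 in cKO TFs between 1% and 20% O_2_, 432 between cKO and Ctrl TFs in 20% O_2_, 288 in 1% O_2_ and 2 in the interaction. With the block, these numbers were 936, 1031, 465, 277 and 4. Between cKO and Ctrl TFs the block joins different mice, whose residuals in 20% O_2_ were not correlated (mean correlation −0.098). On simulated counts in which 200 genes were changed, DESeq2 found 171 of them with 32 unchanged genes among its calls (15.8%), and 49 (22.3%) with the block. edgeR found 154 with 4 unchanged genes (2.53%), and 143 with 9 (5.92%) with the block. The simulated libraries were drawn independently, with dispersions estimated by edgeR and no effect of the mouse, so a block had nothing to correct. These rates therefore do not measure how a block fares on libraries that are correlated, as those of one mouse were here.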

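KEGG and DAVID sets were not used here. For gene lists written before the data were seen, the share of called genes was compared with that of the 15850 genes tested in each O_2_ comparison. In Ctrl TFs, the called genes held hypoxia response genes, 22 of 31 (37.7-fold, Fisher's exact test, adjusted p = 8.6e-31), glycolytic enzymes, 12 of 19 (33.6-fold, Fisher's exact test, adjusted p = 1.8e-16), shared pentose phosphate enzymes, 4 of 6 (35.5-fold, Fisher's exact test, adjusted p = 3.0e-06), and the pathway's own enzymes, 2 of 8 (13.3-fold, Fisher's exact test, adjusted p = 0.0102). In cKO TFs, the same lists gave 19 of 31 (29.2-fold, Fisher's exact test, adjusted p = 4.5e-24), 7 of 19 (17.5-fold, Fisher's exact test, adjusted p = 1.4e-07), 3 of 6 (23.8-fold, Fisher's exact test, adjusted p = 2.2e-04) and 0 of 8 for the pathway's own enzymes. The p-values are one-sided and were adjusted over 10 tests, and genes are not independent replicates.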

We used Database for Annotation, Visualization, and Integrated Discovery (DAVID) to analyze biological processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Sherman et al., 2022; Huang et al., 2009).

Additionally, mouse TFs from Ctrl and cKO mice were cultured for 2 or 4 days *in vitro* and ATP availability was measured in white opaque 96-well TC-treated plates (Falcon, 353296) using CellTiter GLO 2.0 Cell Viability Assay (luminescence; Promega) per manufacturer recommendations. Data were analyzed using a two-way ANOVA with Šidák's multiple comparisons for genotype and oxygen concentration (*n*=3 biological replicates with one male and two female for Ctrl and two male and one female for cKO; *n*=3 technical replicates per biological replicate). On parallel plates (96-well, black-walled, glass-bottom; CellVis, P96-1.5P), TFs were administered nascent metabolic protein labeling media (Loebel et al., 2022) with 1% fetal bovine serum (replenished every 48 h) to label nascent matrix deposited by TFs. After 4 days in culture, TFs were placed at 4°C for 5 min, washed with cold 1× Dulbecco's phosphate buffered solution (DPBS) then with cold 2% bovine serum albumin solution, and treated with 15 μM DBCO-488 for 20 min at 4°C. Following this, TFs were washed with cold 2% bovine serum albumin and fixed in 4% paraformaldehyde. TFs were stained with 0.1% CellMask Orange and Hoechst 33342 (Invitrogen, H3570) to label the cell membrane and nuclei, respectively. Lastly, TFs were imaged using spinning disk confocal microscopy at 20× strength on a Cytation 10 (Agilent). Images were processed and analyzed using Gen5 (Agilent) to quantify nuclear size/shape and nascent matrix area. Data were compiled in GraphPad (Prism v9.0+; GraphPad) and analyzed with two-way ANOVAs with Šidák's multiple comparisons for genotype and oxygen concentration. Also, in parallel, Ctrl and cKO cells were cultured in 20% O_2_ normoxia or 1% O_2_ hypoxia for 2 weeks and total GAG and calcium content from cell lysates were analyzed using a total glycosaminoglycan kit (abcam, ab289842), and a calcium assay kit (Sigma-Aldrich, MAK477), respectively.

### Spatial sequencing library preparation and analysis

All spatial sequencing data were generated using a recently published Seq-scope protocol (Kim et al., 2025). In brief, glycol-embedded P5 mouse hindlimbs were flash-frozen in liquid nitrogen and stored at −80°C until sectioning. Sections (10 μm) were mounted onto a Seq-Scope Chip, processed by Illumina NovaSeq 6000 flow cell, and fixed in cold methanol. Tissues were stained with Hematoxylin and Eosin and imaged using a light microscope (Keyence). Tissues were permeabilized with pepsin for 24 min to release mRNA onto the chip. The library was generated and sequenced as described in the protocol (Kim et al., 2025). Data analysis was performed using a standard ‘novascope’ pipeline as described in the protocol paper (Kim et al., 2025) to produce a spatially indexed digital gene expression map (sDGE). Using sDGE and the polygonal coordinates drawn upon a histology image matching the sDGE, we segmented the insertional tendon and bone areas and extracted gene expression from the segments based on the spatial coordinates. Using the digital gene expression data, within-sample comparisons of tendon and bone (Ctrl and cKO samples) were performed as well as between-sample comparisons (Ctrl versus cKO tendon; Ctrl versus cKO bone). Differentially expressed genes were identified as genes with at least ten reads in a sample with a *P*-value of 0.1 in comparisons within a section. Across sections, a fold enrichment of 20% was used to identify differentially expressed genes. Counts were normalized to the number of reads within each ROI drawn. We used the DAVID to analyze biological processes and KEGG pathways and R to analyze these data.

## Supplementary Material

10.1242/develop.205458_sup1 Supplementary information

# Supplementary material for: The developing tendon and enthesis are hypoxic and rely on hypoxia-inducible factor 1a during postnatal development
**Source:** Development. 2026 Jun 22;153(16):dev205458. doi: 10.1242/dev.205458
**Supplement:** Supplementary information

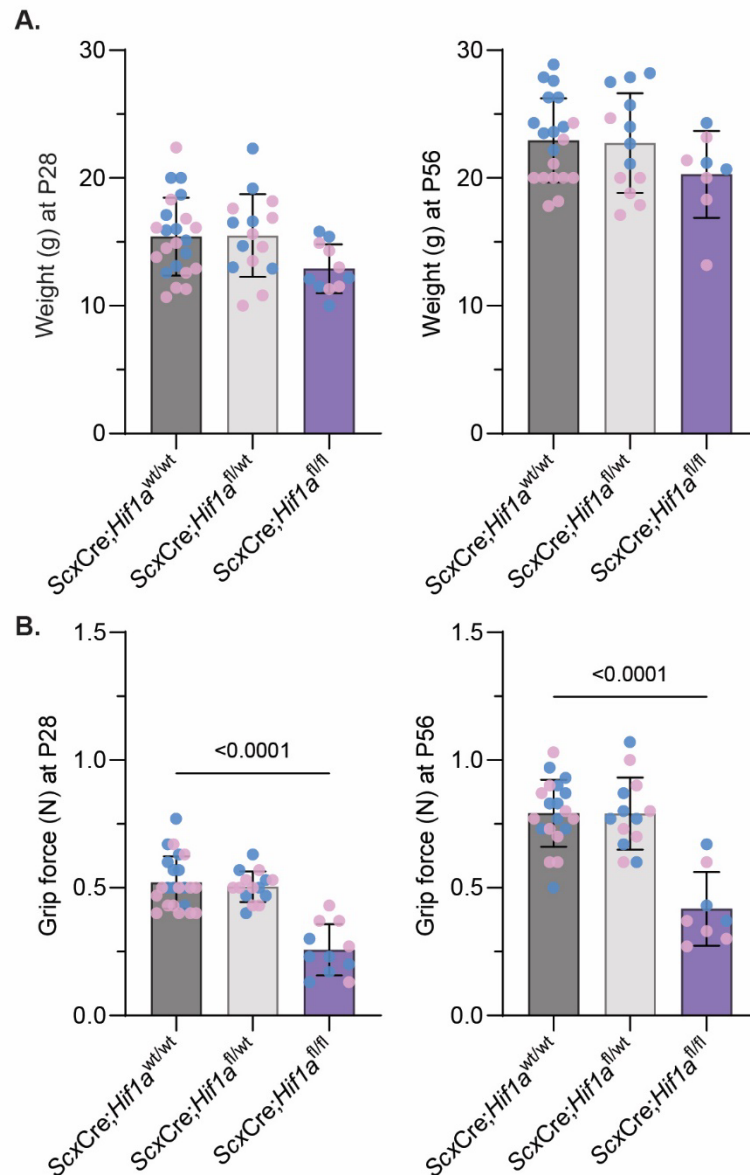

**Fig. S1. Weight is comparable across genotypes while grip force is reduced in *Hif1a* knockout animals.**

**(A)** Homozygous wild-type and heterozygous animals have comparable weights at P28 and P56. ScxCre; *Hif1a*<sup>wt/wt</sup>, N=10 male and N=13 female; ScxCre; *Hif1a*<sup>fl/wt</sup>, N=7 male and N=8 female; ScxCre; *Hif1a*<sup>fl/fl</sup>, N=6 male and N=5 female.

**(B)** Grip force is reduced in *Hif1a* knockout animals compared to homozygous and heterozygous controls and both P28 and P56 while homozygous wild-type and heterozygous animals have comparable grip forces at P28 and P56. ScxCre; *Hif1a*<sup>wt/wt</sup>, N=10 male and N=13 female; ScxCre; *Hif1a*<sup>fl/wt</sup>, N=7 male and N=8 female; ScxCre; *Hif1a*<sup>fl/fl</sup>, N=6 male and N=5 female.

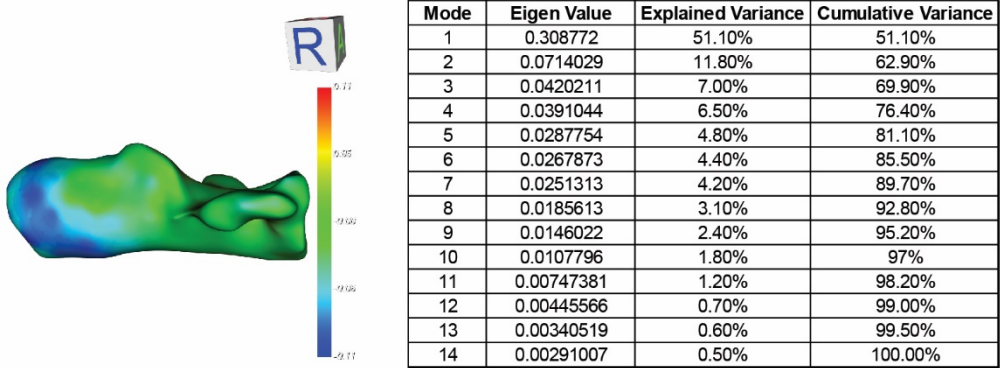

**Fig. S2. Most of the differences in calcanei shape are due to changes near the tendon-to-bone interface.** Modes 1 and 2 account for over 60% of the change in shape. Ctrl (Cre-negative), N=6 males and N=2 females; cKO, N=4 males and N=6 females.

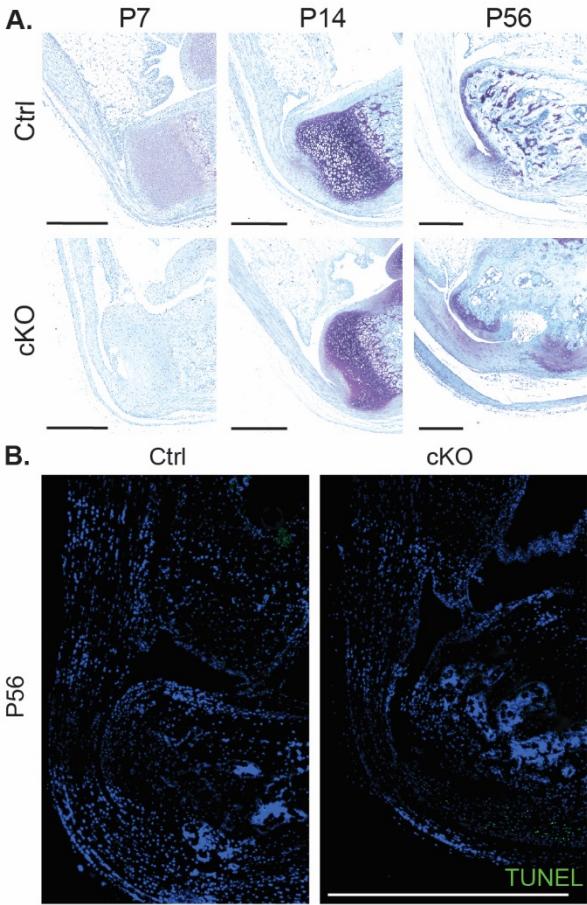

**Fig. S3. Enthesis defects present during postnatal development.** (A) Hematoxylin and Eosin staining at P0 show unremarkable differences due to *Hif1a* knockout while disorganized cell and ECM are present at P7 and P56 entheses. Ctrl (Cre-negative), N=3 per timepoint; cKO, N=3 per timepoint. (B) TUNEL staining at P56 revealed no apoptotic cells in the tendon and enthesis of Ctrl and cKO mice while some TUNEL positive cells were present at the base of the calcaneus in cKO mice. Ctrl (Cre-negative), N=3; cKO, N=3. Scalebar = 1mm.

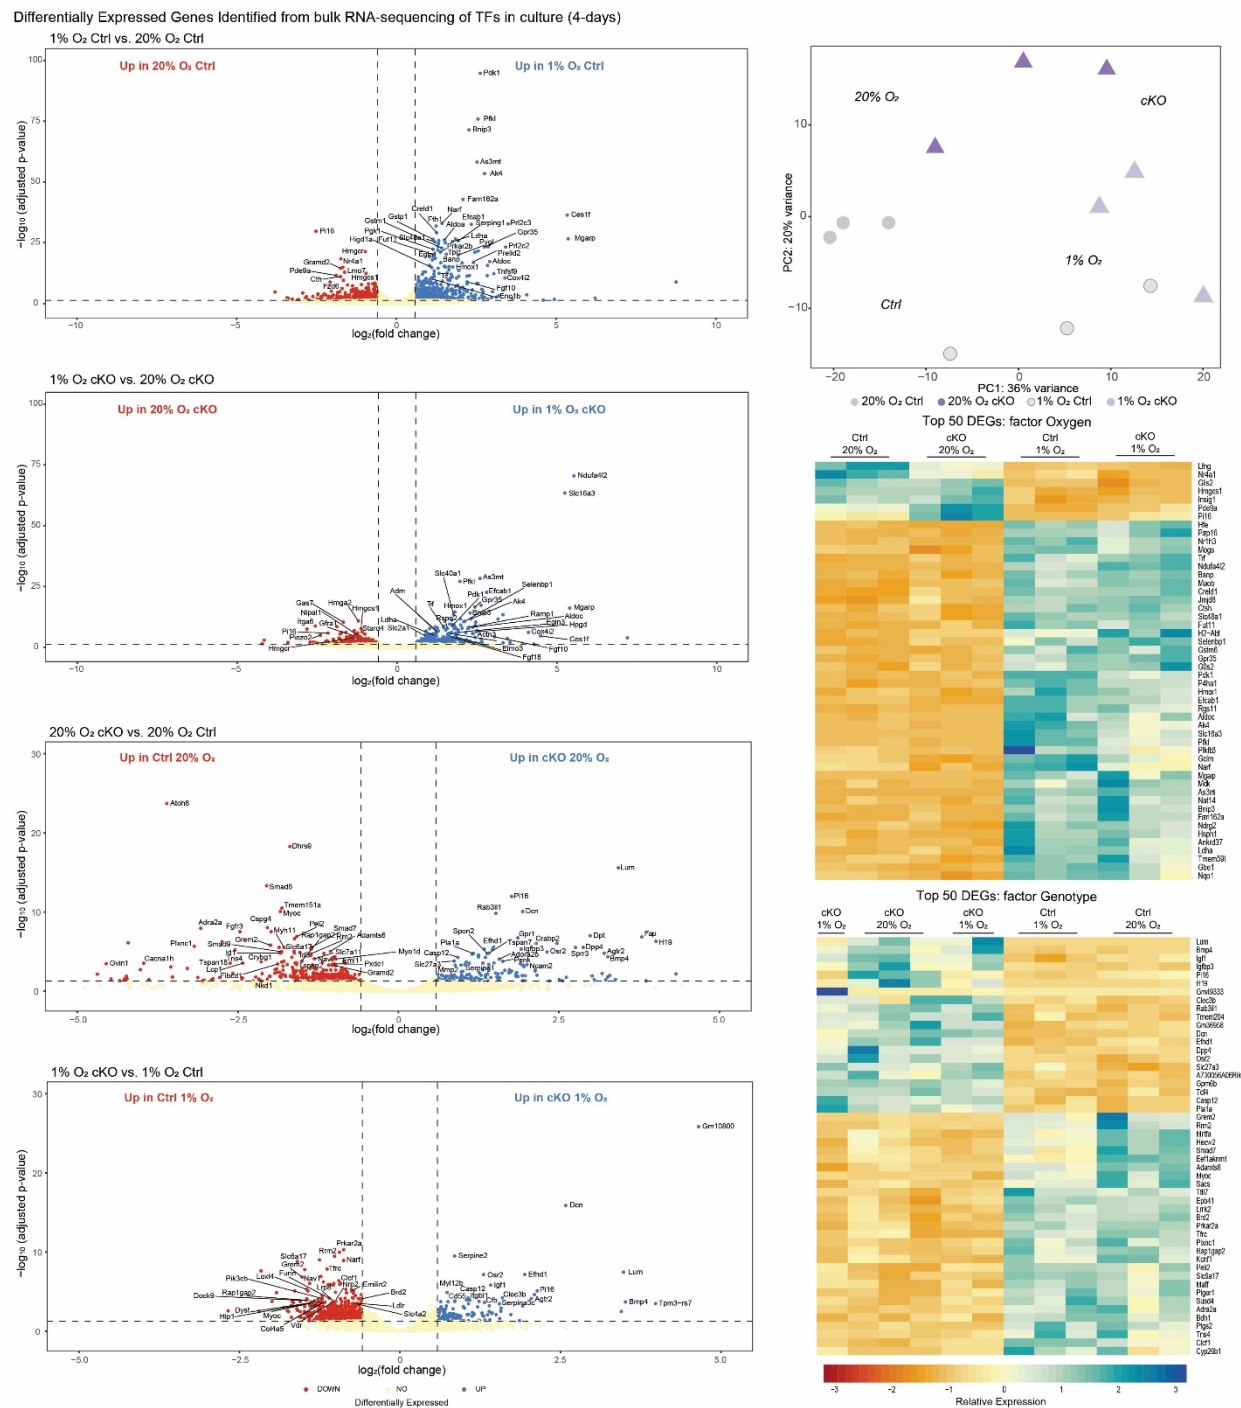

**Fig. S4. Top 50 differentially expressed genes across all comparisons in 4-day RNA-sequencing data of *in vitro* cell cultures. N=3 per condition.**

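The gene labels of the volcano plots in Fig. S4, read by eye, were compared with the log2 fold changes of the 4-day libraries. Of the labels for 1% compared to 20% O_2_ in Ctrl TFs, 37 of 37 were higher, 36 of them called with edgeR, and 9 of 9 were lower, 9 of them called. In cKO TFs, 27 of 27 were higher with 24 called, and 10 of 10 lower with 9 called. For cKO compared to Ctrl TFs in 20% O_2_, 26 of 26 were higher with 16 called, and 32 of 32 lower with 16 called. In 1% O_2_, 18 of 18 were higher with 4 called, and 24 of 24 lower with 1 called. With DESeq2, the numbers called were 37, 9, 27, 9, 25, 32, 17 and 21 in the same order. These labels come from a second reading at higher magnification, made after the values were seen because 1 label had the opposite direction. It changed that label from *Itga8* to *Itga6* (−2.52, edgeR adjusted p = 0.0222) and added 29 labels that the reading before had missed, while 4 partly covered labels were left out. In the reading before, 153 of 154 labels had the drawn direction and 105 were called with edgeR. The labels are the authors' own calls on these libraries, so the shared directions show no stability.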

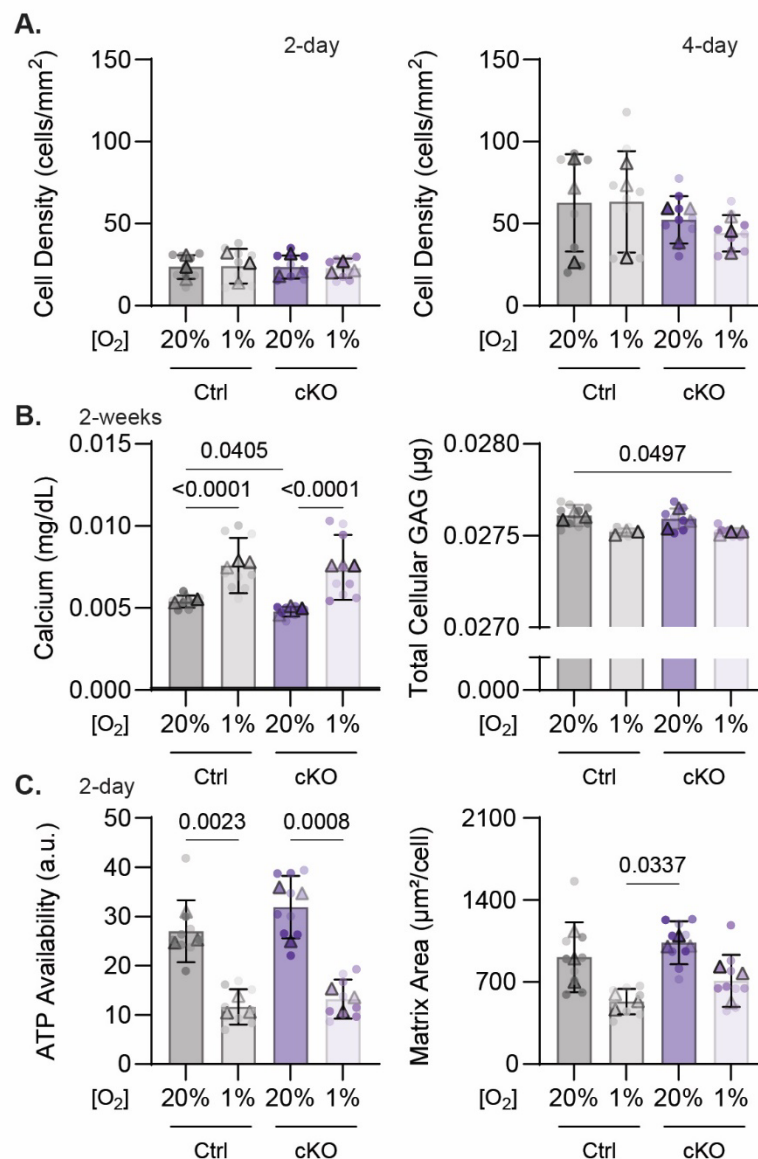

**Fig. S5. Hypoxic conditions yield increased calcium and reduced GAG, ATP availability, and matrix area.** (A) Cell density did not change at either 2- or 4-days in cell culture across conditions while initial seeding density was similar. (B) Calcium available in solution is increased in hypoxic 4-day cultures while GAG from cell and matrix lysates is reduced at 2-weeks. (C) 2-day cultures show similar trends in ATP availability and matrix area as 4-day data with reduced ATP available and nascent matrix deposited in hypoxic conditions regardless of genotype (Figure 8). Triangles denote average of one biological replicate across 3 technical replicates. N=3 per condition.

**Table S1. Integrated DNA Technologies (IDT) PrimeTime qPCR  
Primer Assay IDs**

| Gene                | Assay ID           |
|---------------------|--------------------|
| <i>Rplp0</i>        | Mm.PT.58.43894205  |
| <i>Polr2a</i>       | Mm.PT.39a.22214849 |
| <i>Hif1a</i>        | Mm.PT.58.11211292  |
| <i>Hilpda</i>       | Mm.PT.42333419     |
| <i>Nov (Igfbp9)</i> | Mm.PT.58.33406873  |

How the deposited data were processed for this re-analysis (not part of the article)

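RNA was measured by poly-A RNA-seq in 18 libraries of mouse tail TFs after 4 days in culture: Ctrl and cKO TFs and Ctrl TFs treated with Cre gesicles, each in 20% and 1% O_2_, with 3 replicates per group. The authors trimmed the reads, mapped them to GRCm38 with STAR and estimated counts per gene with RSEM, and they deposited these estimated counts (expected counts rounded to whole numbers), without normalization, for 55491 rows that include 4 transgene sequences. Tests on the values found whole numbers only and no normalization to a common total. No 2 libraries were copies of each other, since the smallest chi-square per degree of freedom between any pair was 15.3. Gene positions, GC content and lengths came from the GENCODE M21 annotation of GRCm38, and 15831 of the genes tested (99.88%) had them.

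Samples were grouped by genotype, O_2_ level and gesicle treatment as the labels give them. Libraries with the same replicate number were read as one mouse at both O_2_ levels, which their sex-linked counts did not contradict. The labels give 10% serum where the paper's text gives 1%, and this difference was not used. Library totals ranged from 6857558 to 51806453 counts, and TMM factors from 0.962 to 1.03. With 3 counts as the floor, the depth sets the smallest CPM that each library can show. The floor and binomial intervals (Wilson, 95%) cover counting error only.

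Genes were filtered with filterByExpr and tested with edgeR 4.0.16 (TMM, quasi-likelihood F test, 1 coefficient per group), in 1 fit of the 12 Ctrl and cKO libraries (15850 genes) and 1 fit of all 18 libraries for the gesicle groups (16174 genes). A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Standard errors are the log2 fold change divided by the square root of the F statistic. Comparisons were 1% against 20% O_2_ within each genotype, cKO against Ctrl TFs at each O_2_ level and averaged over both, and the interaction of genotype and O_2_. The averaged genotype effect counts the libraries of one mouse as separate, with and without the replicate block, which there joins different mice. Its p-values for single genes may therefore be too small, and summed libraries were used only to count genes. Gene lists were tested with fry of limma 3.58.1, with adjustment over 25 tests. The mean response of each list per mouse was compared between genotypes with a 2-sided exact permutation test, whose smallest p is 0.1. Principal components used DESeq2's variance-stabilized counts of the 500 most variable genes. R 4.3.3 and Python 3.11.15 were used.

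The alternatives tried were DESeq2 1.42.0, the paper's tool, with and without the replicate block, RLE size factors, no filter on low counts, a filter of CPM above 1 in at least 3 libraries, the replicate block in edgeR, a fit of the 2 groups compared, a fit of all 18 libraries, unadjusted p-values, no fold change minimum, a test against a fold change of 1.5, *Xist* as a covariate, each library left out in turn, and limma's camera for the lists. Counts thinned to the smallest library total, limma voom with sample quality weights, offsets for GC content and gene length (splines with 4 degrees of freedom), the same offsets with the replicate block, and the 2 libraries of each mouse summed were added after the data were seen, for the 12 Ctrl and cKO libraries. The paper names a paired design with Cre-negative Ctrl against cKO as its example, which names no pairing factor. The replicate block is therefore given beside most results. For cKO against Ctrl TFs in 20% O_2_, where libraries with the same number were not correlated, it is given only among the alternatives. Lists were not tested with DESeq2, voom weights or summed libraries. The count with voom weights was also taken over the other splits of the cKO libraries, a check chosen after that count was seen.

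Genes are named by a rule set in advance: every gene that the paper's text names for these libraries, the members of the families it names, the caspases and the qPCR genes, and in each comparison the 3 called genes with the largest and the 3 with the smallest log2 fold change among those whose groups did not overlap. *Serpine2*, *Tap2* and *Igfbp3* fall outside this rule and were named after their values were seen. *Eno1b*, *Xist*, *Hmgcs1*, *Itga6* and *Itga8* fall outside it as well, as do *Vegfa*, *Fgf10*, *Mmp10*, *Mmp13* and *Pi16*, which are drawn in Fig. 7D. Some genes that the rule covers are not reported here. The directions drawn in Fig. 7D were tabulated, and the labels of Fig. S4 read a second time, after the data were seen. The gene lists for glycolysis, the pentose phosphate pathway (the enzymes it shares with other pathways and its own), the hypoxia response and sterol synthesis were written by hand, as KEGG and DAVID sets were not used here.

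The tools were tested on simulated data with 3 libraries per group and 200 changed genes. edgeR found 154 with 4 unchanged genes among its calls, DESeq2 171 with 32, edgeR with the block 143 with 9, DESeq2 with the block 171 with 49, edgeR with the offsets 154 with 4, edgeR on thinned counts 140 with 6, and limma voom with weights 149 with 4. Libraries were drawn independently with edgeR's dispersions. No mouse effect, GC content bias or unequal spread between libraries was put in, so the block, the offsets and the weights had nothing to correct. The qPCR, imaging and mechanical data of the paper were not analysed here.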

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

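Of the tests in this part, the test of the tdTomato counts and the test of unequal sexes were chosen only after the result was seen. The 6 libraries of a comparison can be divided 3 against 3 in 10 ways, of which 4 part all 3 pairs of the same replicate number, as the real division does, and the other 6 part 1 pair and keep 2 together. With 10 divisions a share is never under 0.1, so chance cannot be ruled out by this count for any comparison here.

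The response to 1% O_2_ differed between the genotypes for both lists of pentose phosphate enzymes. The shared list has genes in common with the glycolytic list, whose interaction was not past the threshold (−0.34, fry in limma, adjusted p = 0.0534). Over the 6 shared enzymes the median interaction was −0.47 (fry in limma, adjusted p = 0.00977; 2.7e-04 to 0.108 over its 10 alternatives), with 5 of 6 genes lower, and over the 8 own enzymes it was −0.33 (adjusted p = 0.0207; 0.00462 to 0.124 over its 10 alternatives), with 7 of 8 genes lower. All 3 cKO mice responded less than all 3 Ctrl mice on both lists, which 10% of divisions give by chance (exact permutation p = 0.1, the smallest that 3 against 3 allow; 0.2 adjusted over 6 lists). The shared enzymes still rose in cKO TFs. The library of low depth was 1 technical explanation tested, and without cKO 1% O_2_ replicate 1 the shared median was −0.47. With GC content and gene length offsets and the replicate block it was −0.36. It kept most of its size, although its adjusted p of 0.108 was no longer past the threshold. Unequal sexes of the genotypes were tested with the division of the 6 mice by sex, which gave 0.032, nearer to 0 than the division by genotype. The own enzymes were no longer past the threshold with the offsets (−0.27) or with the offsets and the block (−0.25), so their result depends on that correction. Of the 4 divisions of the mice, 1 gave a median as far from 0 for each list, the real one, and the other 6 gave none. Reads shared between paralogs were not tested. A smaller response of the shared enzymes in cells labelled cKO may be biological, but this is a hypothesis that cannot be told apart from a chance division of 6 mice. *Hif1a* counts over the whole gene, which cannot show the loss of the floxed exon, were not lower in the cKO libraries.

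Sterol synthesis genes, which the paper's text does not discuss although Fig. S4 labels *Hmgcs1*, were lower in 1% O_2_. The median log2 fold change of the 21 genes was −0.52 in Ctrl TFs (fry in limma, adjusted p = 0.00222; 2.9e-15 to 0.0235 over its 11 alternatives) and −0.82 in cKO TFs (adjusted p = 2.7e-04; 8.4e-28 to 0.0125 over its 11 alternatives). In Ctrl TFs 21 of 21 genes were lower and 5 were called, and in cKO TFs 21 were lower and 13 were called. The mean response was below 0 in 6 of 6 mice. *Hmgcs1* fell by 0.94 on the log2 scale in Ctrl TFs. With GC content and gene length offsets and the block the Ctrl median was −0.52, against −0.55 with the block alone. With counts thinned to an equal depth it was −0.53, but the Ctrl totals overlapped between the O_2_ levels, so thinning had little to correct and a difference in depth does not account for the Ctrl median. In cKO TFs, where 1 library was of low depth, the median with thinned counts was −0.81. Of the 4 divisions, 1 gave a median as far from 0 in Ctrl TFs and 1 in cKO TFs, the real ones, and the other 6 gave none. The genotypes were not shown to differ, since the interaction of −0.30 had an adjusted p of 0.162 (5.0e-06 to 0.333 over its 10 alternatives), with 20 of 21 genes lower. Paralogs were not tested. Lower sterol synthesis in low O_2_ may be a biological response, which is a hypothesis found in these libraries. The count of divisions cannot tell it apart from chance, while the adjusted p-values and the 6 of 6 mice go against chance.

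The gesicle-treated libraries are not analysed in the paper. In 20% O_2_, 4 genes were higher with Cre gesicles than in untreated Ctrl TFs (390 changed at an unadjusted p under 0.05), and no gene was called in 1% O_2_ (0, with 235 at an unadjusted p). DESeq2 with the block called 56 genes in 1% O_2_, and the other alternatives that adjust p-values called 0 there. The 4 genes take part in antigen presentation: *Tapbp* (0.89, edgeR adjusted p = 0.0307; 6.9e-08 to 0.174 over its alternatives), *H2-K1* (1.28, edgeR adjusted p = 0.032; 2.0e-08 to 0.252), *H2-D1* (1.15, edgeR adjusted p = 0.032; 5.9e-09 to 0.16) and *Tap2* (0.78, edgeR adjusted p = 0.039), which was named after its value was seen. For each, the 3 gesicle and 3 Ctrl libraries did not overlap, which chance gives for 10% of genes, counting both directions, and the choice of genes by their test for more. Libraries with the same number in 20% O_2_ had a mean residual correlation of 0.404. With the replicate block edgeR called 2 genes, *H2-K1* and *H2-D1* (adjusted p = 0.0488 and 0.0488), while *Tapbp* was not called (adjusted p = 0.0634). Of the 4 divisions of the 6 libraries, 1 gave as many genes in 20% O_2_ and 4 did in 1% O_2_, where the count is 0. The count in 20% O_2_ ran from 0 with *Xist* as a covariate to 72 with DESeq2 and the block among the alternatives that adjust p-values, and from 0 to 2 with a library left out. The interaction of gesicles and O_2_ had 0 genes called (200 at an unadjusted p), so the effects at the 2 O_2_ levels were not shown to differ. The gesicle libraries in 20% O_2_ were deeper (44011967 to 51806453 counts) than the Ctrl libraries (32579711 to 37298897), and thinning was not run for them. *H2-K1* and *H2-D1* are paralogs, and reads shared between them were not tested. The paper gives its Cre-negative mice as homozygous for floxed *Hif1a*, where the labels give wild-type, and whether the gesicles deleted *Hif1a* was not tested. In 20% O_2_, *Hif1a* was at 344, 341 and 409 CPM with gesicles and 334, 339 and 373 CPM in Ctrl TFs, which cannot show the loss of an exon. A response of antigen presentation genes to the vesicles may underlie these calls, but it cannot be told apart from a loss of *Hif1a*, from depth or paralogs, or from chance.

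In gesicle-treated TFs, 390 genes were differentially expressed in 1% compared to 20% O_2_, 266 higher and 124 lower. With DESeq2 and the block 627 were higher and 549 lower, and at an unadjusted p 820 were higher and 702 lower. The mean residual correlation of libraries with the same number was 0.0837, and with the replicate block 774 genes were called. Of the 390 genes, 191 were also called in untreated Ctrl TFs, all 191 in the same direction. *Slc16a3* (6.10, edgeR adjusted p = 6.0e-09; 1.4e-209 to 2.2e-04 over its alternatives, 3.8e-09 with the block) and *Ndufa4l2* (5.18, edgeR adjusted p = 1.1e-07; 2.7e-75 to 0.00159, 3.8e-06 with the block) were among the largest increases, each in 3 of 3 libraries. *Gm8226* was at least 19.5-fold higher, and *Gm18853*, *Kdr* and *Svs3b* were at least 6.73-fold, 5.00-fold and 2.09-fold lower, since 1 group of each lay at or under 3 counts. *Gm8226* was called in 8 of 8 alternatives, *Gm18853* in 5 of 7, *Kdr* in 4 of 7 and *Svs3b* in 2 of 6. With the block in edgeR, *Svs3b* was not called (adjusted p = 0.0501). The count of genes called ran from 62 with a test against a fold change of 1.5 to 1176 with DESeq2 and the block among the alternatives that adjust p-values, was 1522 at an unadjusted p, and ran from 148 to 346 with a library left out. Of the 4 divisions, 1 gave as many genes, the real one, and none of the other 6 gave as many. The libraries in 20% O_2_ were deeper (44011967 to 51806453 counts) than those in 1% O_2_ (32146235 to 35280121), and thinning and the GC content offsets were not run for them. The count of divisions alone cannot tell an O_2_ response from chance, but the adjusted p-values above and the 191 of 191 shared directions go against chance. Totals of the untreated Ctrl libraries overlapped between the O_2_ levels, so a difference in depth does not account for the shared genes, and for the others it was not tested. An O_2_ response like that of Ctrl TFs in the shared genes remains a hypothesis, since it was found in these libraries.

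Counts of the tdTomato sequence, which the paper does not report, appeared in 5 of 6 gesicle libraries, with at most 3 counts in any of them, at the floor. Chance assignment of reads to the transgene was tested in the libraries without gesicles, and 0 of these 12 had such counts. No biological explanation was tested, and whether the RNA came with the gesicles or was made by the cells was not tested either.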

How the results depend on the processing

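The results were recomputed under alternatives set before the data were examined and, for the 12 Ctrl and cKO libraries, under 5 more chosen after they were seen (thinned counts, the 2 kinds of offsets, voom weights and summed libraries). One choice was changed at a time, except where both changes are named. With edgeR as described, the numbers of differentially expressed genes were 298 in the O_2_ response of Ctrl TFs, 333 in the O_2_ response of cKO TFs, 55 in the genotype effect in 20% O_2_, 6 in the genotype effect in 1% O_2_, 0 in the interaction (292 at an unadjusted p under 0.05), 599 in the averaged genotype effect, 4 in the gesicle effect in 20% O_2_, 0 in the gesicle effect in 1% O_2_ (235 unadjusted) and 390 in the O_2_ response of gesicle-treated TFs. The cause was not tested for any change below, apart from the tests given under the other parts of this section.

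In both genotypes, the hypoxia response, glycolytic, shared pentose phosphate and sterol lists kept their direction in 1% O_2_ and stayed past the threshold under each of their 11 alternatives and each left-out library. The median for the O_2_ response of Ctrl TFs ran from 1.19 to 1.26 over the alternatives for the hypoxia response genes and from 0.96 to 1.06 for the glycolytic genes. In the O_2_ response of cKO TFs, the ranges were 0.90 to 1.03 and 0.56 to 0.60. The counts of genes called moved far more. Counts stayed within 1.5 times the reported count for all 9 comparisons with RLE size factors, with the filter of CPM above 1 in at least 3 libraries, and without a fold change minimum. The counts that an alternative moved by more than this are given below, with list results that crossed the threshold or reversed and genes that reversed. For lists, the results for cKO against Ctrl TFs and for the sterol genes are named where they reversed and are otherwise only counted, as are the other results for named genes.

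At an unadjusted p under 0.05 with the same fold change, there were 1497 genes in the O_2_ response of Ctrl TFs, 1845 genes in the O_2_ response of cKO TFs, 1352 genes in the genotype effect in 20% O_2_, 1549 genes in the genotype effect in 1% O_2_, 292 genes in the interaction, 1776 genes in the averaged genotype effect, 390 genes in the gesicle effect in 20% O_2_, 235 genes in the gesicle effect in 1% O_2_ and 1522 genes in the O_2_ response of gesicle-treated TFs. DESeq2 in place of edgeR gave 694 genes in the O_2_ response of Ctrl TFs, 889 genes in the O_2_ response of cKO TFs, 432 genes in the genotype effect in 20% O_2_, 288 genes in the genotype effect in 1% O_2_, 2 genes in the interaction, 1251 genes in the averaged genotype effect, 46 genes in the gesicle effect in 20% O_2_ and 728 genes in the O_2_ response of gesicle-treated TFs. Reversed was *Casp8* at −0.019 in the O_2_ response of Ctrl TFs. Results for the named genes were 16 newly called, 8 no longer called, 1 reversed and 140 unchanged. DESeq2 fitted with the replicate block gave 936 genes in the O_2_ response of Ctrl TFs, 1031 genes in the O_2_ response of cKO TFs, 465 genes in the genotype effect in 20% O_2_, 277 genes in the genotype effect in 1% O_2_, 4 genes in the interaction, 1245 genes in the averaged genotype effect, 72 genes in the gesicle effect in 20% O_2_, 56 genes in the gesicle effect in 1% O_2_ and 1176 genes in the O_2_ response of gesicle-treated TFs. Reversed were *Casp8* at −0.015 in the O_2_ response of Ctrl TFs and *Casp14* at 0.016 and *Loxl1* at −0.0056 in the genotype effect in 20% O_2_. The named genes gave 20 newly called, 8 no longer called, 3 reversed and 134 unchanged results. Without a filter on low counts there were 511 genes in the O_2_ response of cKO TFs, 281 genes in the genotype effect in 20% O_2_, 111 genes in the genotype effect in 1% O_2_, 1190 genes in the averaged genotype effect and 23 genes in the gesicle effect in 20% O_2_. List medians newly past the threshold were those of the glycolytic genes in the interaction at −0.33 and the hypoxia response genes in the interaction at −0.27. Reversed was *Casp8* at −0.0026 in the O_2_ response of Ctrl TFs. For single genes named here, this left 12 newly called, 1 reversed and 152 unchanged results, and for lists 2 newly past the threshold and 23 unchanged. A test against a fold change of 1.5 gave 64 genes in the O_2_ response of Ctrl TFs, 43 genes in the O_2_ response of cKO TFs, 1 gene in the genotype effect in 20% O_2_, 0 genes in the genotype effect in 1% O_2_ (1549 at an unadjusted p in the full fit), 27 genes in the averaged genotype effect, 0 genes in the gesicle effect in 20% O_2_ (390 at an unadjusted p in the full fit) and 62 genes in the O_2_ response of gesicle-treated TFs.

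The replicate block in edgeR gave 2 genes in the genotype effect in 1% O_2_, 358 genes in the averaged genotype effect, 2 genes in the gesicle effect in 20% O_2_ and 774 genes in the O_2_ response of gesicle-treated TFs. Reversed were *Tgfbr2* at 0.013 in the O_2_ response of Ctrl TFs and *Casp14* at 0.036 in the genotype effect in 20% O_2_. Among named genes, results were 2 newly called, 13 no longer called, 2 reversed and 148 unchanged, and among lists 1 no longer past the threshold and 24 unchanged. A fit of the 2 groups compared gave 84 genes in the O_2_ response of cKO TFs, 1 gene in the genotype effect in 20% O_2_, 0 genes in the genotype effect in 1% O_2_ (1549 at an unadjusted p in the full fit), 1 gene in the gesicle effect in 20% O_2_ and 120 genes in the O_2_ response of gesicle-treated TFs. Reversed were *Casp8* at −0.0082 in the O_2_ response of Ctrl TFs and *Casp4* at 0.00063 in the O_2_ response of cKO TFs. Results for the named genes were 24 no longer called, 2 reversed and 117 unchanged, and those for lists 1 newly past the threshold, 2 no longer past the threshold and 17 unchanged. A fit of all 18 libraries gave 87 genes in the genotype effect in 20% O_2_ and 14 genes in the genotype effect in 1% O_2_. List medians newly past the threshold were those of the glycolytic genes in the interaction at −0.34 and the hypoxia response genes in the interaction at −0.30. Reversed was *Casp8* at −0.00049 in the O_2_ response of Ctrl TFs. The named genes gave 3 newly called, 3 no longer called, 1 reversed and 149 unchanged results, and the lists 2 newly past the threshold and 23 unchanged. *Xist* as a covariate gave 15 genes in the genotype effect in 1% O_2_, 328 genes in the averaged genotype effect and 0 genes in the gesicle effect in 20% O_2_ (390 at an unadjusted p in the full fit). List medians newly past the threshold were those of the glycolytic genes in the interaction at −0.34. Reversed was *Loxl1* at −0.015 in the genotype effect in 20% O_2_. For single genes named here, this left 2 newly called, 9 no longer called, 1 reversed and 153 unchanged results, and for lists 1 newly past the threshold and 24 unchanged. RLE size factors reversed *Casp8* at −0.018 in the O_2_ response of Ctrl TFs. Among named genes, results were 1 no longer called, 1 reversed and 163 unchanged. The filter of CPM above 1 in at least 3 libraries reversed *Casp8* at −0.0095 in the O_2_ response of Ctrl TFs. Results for the named genes were 2 no longer called, 1 reversed and 150 unchanged, and those for lists 2 no longer past the threshold and 23 unchanged. With camera in place of fry, list medians newly past the threshold were those of the glycolytic genes in the interaction at −0.34 and the hypoxia response genes in the interaction at −0.30. List results were 4 newly past the threshold, 1 no longer past the threshold and 20 unchanged.

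The alternatives chosen after the data were seen gave the following. Thinned counts gave 10 genes in the genotype effect in 1% O_2_. Reversed were *Casp1* at 0.059 and *Casp6* at 0.11 in the O_2_ response of cKO TFs and *Casp9* at 0.081 in the genotype effect in 20% O_2_. The named genes gave 2 newly called, 2 no longer called, 3 reversed and 132 unchanged results, and the lists 2 no longer past the threshold and 23 unchanged. Offsets for GC content and gene length gave 515 genes in the O_2_ response of cKO TFs, 125 genes in the genotype effect in 20% O_2_ and 16 genes in the genotype effect in 1% O_2_. List medians that reversed were those of the glycolytic genes in the genotype effect in 20% O_2_ at −0.0043 and the hypoxia response genes in the genotype effect in 20% O_2_ at −0.066. List medians newly past the threshold were those of the own pentose phosphate genes in the O_2_ response of cKO TFs at 0.15. List medians no longer past the threshold were those of the own pentose phosphate genes in the interaction at −0.27. Reversed were *Casp2* at −0.0035 and *Tgfbr2* at 0.27 in the O_2_ response of Ctrl TFs, *Casp14* at 0.063, *Casp2* at −0.039, *Col4a4* at 0.34 and *Loxl2* at 0.17 in the genotype effect in 20% O_2_ and *Casp14* at 0.017, *Loxl1* at 0.065, *Smad2* at 0.037 and *Smad9* at 0.052 in the genotype effect in 1% O_2_. For single genes named here, this left 5 newly called, 2 no longer called, 10 reversed and 139 unchanged results, and for lists 1 newly past the threshold, 2 no longer past the threshold, 2 reversed and 20 unchanged. The offsets together with the replicate block gave 637 genes in the O_2_ response of Ctrl TFs, 818 genes in the O_2_ response of cKO TFs, 123 genes in the genotype effect in 20% O_2_ and 24 genes in the genotype effect in 1% O_2_. List medians that reversed were those of the glycolytic genes in the genotype effect in 20% O_2_ at −0.0059 and the hypoxia response genes in the genotype effect in 20% O_2_ at −0.067. List medians no longer past the threshold were those of the own pentose phosphate genes in the interaction at −0.25 and the shared pentose phosphate genes in the interaction at −0.36. Reversed were *Casp2* at −0.0082 and *Tgfbr2* at 0.30 in the O_2_ response of Ctrl TFs, *Casp6* at 0.023 in the O_2_ response of cKO TFs, *Casp14* at 0.16, *Casp2* at −0.033, *Col4a4* at 0.24 and *Loxl2* at 0.18 in the genotype effect in 20% O_2_ and *Casp14* at 0.018, *Loxl1* at 0.076, *Smad2* at 0.044 and *Smad9* at 0.024 in the genotype effect in 1% O_2_. Among named genes, results were 8 newly called, 3 no longer called, 11 reversed and 134 unchanged, and among lists 3 no longer past the threshold, 2 reversed and 20 unchanged. Voom with sample quality weights gave 1543 genes in the O_2_ response of Ctrl TFs, 2718 genes in the O_2_ response of cKO TFs, 1585 genes in the genotype effect in 20% O_2_, 1274 genes in the genotype effect in 1% O_2_ and 1684 genes in the averaged genotype effect. Reversed were *Bmp4* at 1.15 in the O_2_ response of Ctrl TFs, *Casp1* at 0.039, *Casp6* at 0.18 and *Scx* at 0.14 in the O_2_ response of cKO TFs, *Casp14* at 0.25 in the genotype effect in 20% O_2_ and *Col4a4* at 0.060 in the genotype effect in 1% O_2_. Results for the named genes were 30 newly called, 1 no longer called, 6 reversed and 119 unchanged. Summing the 2 libraries of each mouse gave 25 genes in the averaged genotype effect.

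With each library of the comparison left out in turn, the counts ran from 116 to 261 genes in the O_2_ response of Ctrl TFs, 98 to 1373 genes in the O_2_ response of cKO TFs, 1 to 154 genes in the genotype effect in 20% O_2_, 0 to 6 genes in the genotype effect in 1% O_2_ (1549 at an unadjusted p in the full fit), 0 to 1 genes in the interaction (292 at an unadjusted p in the full fit), 137 to 1531 genes in the averaged genotype effect, 0 to 2 genes in the gesicle effect in 20% O_2_ (390 at an unadjusted p in the full fit) and 148 to 346 genes in the O_2_ response of gesicle-treated TFs. List medians that crossed the threshold or 0 ran from −0.076 to 0.10 for the own pentose phosphate genes in the O_2_ response of cKO TFs, −0.0083 to 0.14 for the shared pentose phosphate genes in the genotype effect in 20% O_2_, −0.091 to 0.13 for the hypoxia response genes in the genotype effect in 20% O_2_, −0.20 to 0.045 for the sterol genes in the genotype effect in 1% O_2_, −0.32 to −0.14 for the hypoxia response genes in the interaction, −0.38 to −0.21 for the own pentose phosphate genes in the interaction and −0.44 to −0.25 for the glycolytic genes in the interaction. Gene results that reversed ran as follows. In the O_2_ response of Ctrl TFs, the log2 fold changes were *Bmp4* −0.68 to 0.49, *Casp1* −0.10 to 0.59, *Casp2* −0.0073 to 0.16, *Casp4* −0.66 to 0.30, *Casp8* −0.064 to 0.10 and *Tgfbr2* −0.22 to 0.37. In the O_2_ response of cKO TFs, the log2 fold changes were *Casp1* −0.38 to 0.21, *Casp4* −0.19 to 0.27, *Casp6* −0.15 to 0.23 and *Scx* −0.37 to 0.21. In the genotype effect in 20% O_2_, the log2 fold changes were *Casp1* −0.078 to 0.41, *Casp14* −0.35 to 0.28, *Casp2* −0.029 to 0.15, *Casp9* −0.16 to 0.0062, *Col4a4* −0.54 to 0.063, *Hif1a* −0.0051 to 0.25, *Loxl1* −0.094 to 0.13, *Loxl2* −0.25 to 0.013 and *Smad3* −0.13 to 0.52. In the genotype effect in 1% O_2_, the log2 fold changes were *Bcl2* −0.085 to 0.26, *Casp1* −0.57 to 0.28, *Casp14* −0.44 to 0.18, *Casp9* −0.27 to 0.026, *Hif1a* −0.020 to 0.20 and *Smad4* −0.16 to 0.050. In the interaction, the log2 fold changes were *Slc40a1* −0.56 to 0.045. The gesicle effect in 1% O_2_ had 0 genes in every such fit. Among named genes, results were 10 newly called, 147 no longer called, 49 reversed and 892 unchanged, and among lists 8 newly past the threshold, 12 no longer past the threshold, 7 reversed and 153 unchanged.

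Over the alternatives, adjusted p-values for the interaction ran from 7.7e-07 to 0.146 for the glycolytic, 0.00177 to 0.248 for the hypoxia response, 0.00462 to 0.124 for the own pentose phosphate and 2.7e-04 to 0.108 for the shared pentose phosphate genes. The median difference of the O_2_ responses over O_2_-regulated genes, 0.019, ran from −0.26, over genes called in Ctrl TFs alone, where selection favours Ctrl TFs, to 0.11 with voom weights, and from −0.14 to 0.26 with a library left out. Each of these changes was smaller than the larger SD of the replicates, which was 0.41, in cKO TFs, and is a wide limit. The scalings tried (TMM, RLE, DESeq2 and the offsets) left the median log2 fold change of all genes between −0.042 and 0.034 in the 6 comparisons of Ctrl and cKO TFs. A fit of 2 groups has no interaction or average, and the lists were not run with DESeq2, voom weights or summed libraries. In the gesicle comparisons, a fit of all 18 libraries was the starting point, so the fit of the groups compared stands for both. The total of cKO 1% O_2_ replicate 1 limits results at low counts, since its floor is 0.437 CPM.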

Differences from the paper's values

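For Ctrl TFs in 1% compared to 20% O_2_, the paper's reported number of differentially expressed genes is 708, and the number here was 298. Of the alternatives set before the data were examined, DESeq2 (694) and DESeq2 with the replicate block (936) were within 1.5 times the paper's number, and the others, from 64 with a test against a fold change of 1.5 to 1497 at an unadjusted p, were not. Of the alternatives chosen after the values were seen, the offsets with the block gave 637 genes, within 1.5 times it, and the others did not come within it. For HIF-1 signaling, the paper's log2 fold change is 2.77, and the median over the hypoxia response genes was 1.24. For glycolysis, the paper's is 3.83 and the median was 1.06. For the pentose phosphate pathway, the paper's is 4.37, and the medians were 1.29 over the shared and 0.35 over the own enzymes. The paper does not state how the log2 fold change of a pathway was formed. It may not be the same quantity as these medians, which were taken over lists written by hand. None of the alternatives set before the data were examined closed the gap for any of these 4 medians, and lists were not run with DESeq2. The first 2 principal components held 36.1% and 20.0% of the variance, which does not differ from about 36% and about 20% in Fig. S4, read by eye.

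The paper lists 8 genes for osteoblast differentiation among those changed in Ctrl TFs in 1% O_2_. With edgeR as described none was called. *Smad7* (−0.84, edgeR adjusted p = 0.0978) was called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and when Ctrl 1% O_2_ replicate 2 was left out, and with thinned counts, the offsets, the offsets with the block and voom weights, chosen after the values were seen. The other 7 were *Osr2* (0.57), *Runx2* (−0.16), *Smad6* (−0.63), *Smad9* (−0.34), *Bmp4* (−0.062), *Tgfbr1* (−0.49) and *Tgfbr2* (−0.021), which no setting called. The paper places *Casp12* higher in cKO TFs at both O_2_ levels. In 1% O_2_, *Casp12* (1.07, edgeR adjusted p = 0.0576) was called with DESeq2, DESeq2 with the block, no filter on low counts, a fit of all 18 libraries, *Xist* as a covariate and an unadjusted p, and with voom weights, chosen after the values were seen. The paper finds no caspase changed by 1% O_2_, and none was called here, although voom weights, chosen after the values were seen, called *Casp14* in cKO TFs (−1.34). The paper places *H19* and *Bcl2* higher in cKO TFs. In 1% O_2_, *H19* (4.05, edgeR adjusted p = 0.0643) was called with DESeq2, DESeq2 with the block, no filter on low counts, a fit of all 18 libraries and an unadjusted p, and with the offsets, the offsets with the block and voom weights, chosen after the values were seen. No setting called *Bcl2* (0.11, edgeR adjusted p = 0.816). In 20% O_2_, *Bcl2* (0.75, edgeR adjusted p = 0.19) was called with DESeq2, DESeq2 with the block and an unadjusted p, and with the offsets, the offsets with the block and voom weights, chosen after the values were seen. In the average, *Bcl2* (0.43, edgeR adjusted p = 0.11) was called with the offsets and the offsets with the block, chosen after the values were seen. The paper places *Eno1* higher in 1% O_2_ in cKO TFs. In cKO TFs, *Eno1* (0.58, edgeR adjusted p = 0.0716) was called with DESeq2 with the block and *Xist* as a covariate, and when cKO 20% O_2_ replicate 2 was left out, and with voom weights, chosen after the values were seen. Its fold change with edgeR and with DESeq2 was just under the minimum of 1.5.

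The paper finds the Loxl and *Col4* genes, *Myh9* and *Myh10* reduced in cKO TFs. In 20% O_2_, *Loxl4* (−0.86, edgeR adjusted p = 0.197) was called with DESeq2 with the block and an unadjusted p, and with voom weights, chosen after the values were seen. In 1% O_2_, *Loxl4* (−1.45, edgeR adjusted p = 0.0972) was called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and with the offsets with the block and voom weights, chosen after the values were seen. *Lox* was called in 20% O_2_ at an unadjusted p (−0.62), and otherwise no setting called *Lox*, *Loxl1*, *Loxl2* or *Loxl3* at either level, with *Loxl1* at 0.016 in 20% O_2_. Among the *Col4* genes in 20% O_2_, *Col4a5* (−1.29, edgeR adjusted p = 0.221) was called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and when cKO 20% O_2_ replicate 1 was left out, and with voom weights, chosen after the values were seen. *Col4a6* (−1.59, edgeR adjusted p = 0.338) was called with an unadjusted p, and with voom weights, chosen after the values were seen. In 1% O_2_, *Col4a1* (−1.07, edgeR adjusted p = 0.236), *Col4a2* (−1.10, edgeR adjusted p = 0.236) and *Col4a5* (−1.18, edgeR adjusted p = 0.233) were called with an unadjusted p, and with voom weights, chosen after the values were seen. *Col4a6* (−0.86, edgeR adjusted p = 0.542) was called with voom weights, chosen after the values were seen. *Col4a3* was higher in 1% O_2_ (0.79), and no setting called *Col4a3* or *Col4a4*, or *Col4a1* and *Col4a2* in 20% O_2_. DESeq2 and an unadjusted p called *Col4a1* and *Col4a2* in the average (−0.89 and −0.90), and an unadjusted p called *Col4a6* there (−1.23). In 20% O_2_, *Myh9* (−1.09, edgeR adjusted p = 0.278) was called with an unadjusted p, and with voom weights, chosen after the values were seen. No setting called *Myh10* (−0.59, edgeR adjusted p = 0.356). In 1% O_2_, *Myh9* (−0.96, edgeR adjusted p = 0.267) was called with an unadjusted p, and with voom weights, chosen after the values were seen. *Myh10* (−0.65, edgeR adjusted p = 0.281) was called with an unadjusted p. In the average, *Myh9* (−1.03, edgeR adjusted p = 0.0541) was called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and when Ctrl 1% O_2_ replicate 1 or cKO 20% O_2_ replicate 1 was left out, and with thinned counts, the offsets and voom weights, chosen after the values were seen. *Myh10* (−0.62, edgeR adjusted p = 0.0775) was called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and when cKO 20% O_2_ replicate 1 was left out.

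The paper finds *Bmp4* higher and the Notch and Smad genes, *Runx2* and *Id1* lower in cKO TFs. In 20% O_2_, *Bmp4* (3.27, edgeR adjusted p = 0.123) and *Smad9* (−1.79, edgeR adjusted p = 0.106) were called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and with voom weights, chosen after the values were seen. *Notch1* (−0.63, edgeR adjusted p = 0.454), *Notch2* (−0.68, edgeR adjusted p = 0.404) and *Notch3* (−0.77, edgeR adjusted p = 0.489) were called with voom weights, chosen after the values were seen. No setting called *Notch4* (−0.60, edgeR adjusted p = 0.534). *Runx2* (−0.72, edgeR adjusted p = 0.111) was called with DESeq2, DESeq2 with the block and an unadjusted p, and with voom weights, chosen after the values were seen. In 1% O_2_, *Bmp4* (3.52, edgeR adjusted p = 0.172) and *Smad7* (−1.24, edgeR adjusted p = 0.112) were called with DESeq2, DESeq2 with the block, no filter on low counts and an unadjusted p, and with voom weights, chosen after the values were seen. *Notch4* (−1.71, edgeR adjusted p = 0.207) was called with DESeq2 and an unadjusted p, and with voom weights, chosen after the values were seen. *Smad6* (−0.996, edgeR adjusted p = 0.207) was called with an unadjusted p, and with voom weights, chosen after the values were seen. No setting called *Smad9* (−0.41, edgeR adjusted p = 0.611), *Runx2* (−0.46, edgeR adjusted p = 0.238) or *Id1* (−0.64, edgeR adjusted p = 0.337). In the average, *Smad9* (−1.10, edgeR adjusted p = 0.0519) was called with DESeq2, DESeq2 with the block, no filter on low counts, a fit of all 18 libraries and an unadjusted p, and when Ctrl 1% O_2_ replicate 1, cKO 20% O_2_ replicate 1 or cKO 1% O_2_ replicate 1 was left out, and with voom weights, chosen after the values were seen. No setting called *Notch1*, *Notch2* or *Notch3* in 1% O_2_, and in the average an unadjusted p called *Notch2* (−0.66) and *Notch4* (−1.16). No setting called *Smad1*, *Smad2*, *Smad3*, *Smad4* or *Smad5* at either level, with *Smad3* at 0.26 in 20% O_2_ and *Smad1* at 0.13 in 1% O_2_.

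With edgeR as described, none of the results above was called. The paper draws Fig. 7D from differentially expressed genes. Of the genes drawn for the O_2_ response, 6 of 10 were called with edgeR in Ctrl and 6 of 10 in cKO TFs. DESeq2 called 9 and 7, with *Fgf10*, *Mmp10* and *Mmp13* added in Ctrl TFs and *Mmp10* in cKO TFs. Of the 22 drawn for genotype, edgeR called 8 in 20% O_2_, 1 in 1% O_2_ and 13 in the average, and DESeq2 13, 9 and 18, with *Vegfa* added in 20% O_2_ and *Igfbp3*, *Pi16* and *Mmp13* in 1% O_2_ beside the genes named above. *Igfbp3*, drawn as lower in Ctrl TFs in 1% O_2_, was at 0.32. Of the genes labelled in Fig. S4, edgeR called 36 of 37 and 9 of 9, 24 of 27 and 9 of 10, 16 of 26 and 16 of 32 and 4 of 18 and 1 of 24 for the higher and lower side of Ctrl and cKO TFs in 1% compared to 20% O_2_ and of cKO compared to Ctrl TFs in 20% and 1% O_2_. DESeq2 called 37 of 37 and 9 of 9, 27 of 27 and 9 of 10, 25 of 26 and 32 of 32 and 17 of 18 and 21 of 24, and DESeq2 with the block 37 of 37 and 9 of 9, 27 of 27 and 10 of 10, 26 of 26 and 32 of 32 and 17 of 18 and 21 of 24. The labels are those of the second reading, made after the values were seen. The paper describes the response of cKO TFs to 1% O_2_ as blunted. Here 0 genes were called for the interaction (292 at an unadjusted p), with 2 by DESeq2 and 4 by DESeq2 with the block, and the median difference over O_2_-regulated genes was 0.019. Over the genes called in Ctrl TFs, a choice that favours a larger Ctrl response, it was −0.26. The lists responded less in cKO TFs, with a median difference of −0.34 (fry in limma, adjusted p = 0.0534; smaller in 16 of 19 genes) for glycolysis, −0.30 (fry in limma, adjusted p = 0.0869; smaller in 19 of 31 genes) for the hypoxia response genes, −0.47 (fry in limma, adjusted p = 0.00977; smaller in 5 of 6 genes) for the shared and −0.33 (fry in limma, adjusted p = 0.0207; smaller in 7 of 8 genes) for the own pentose phosphate enzymes, and the last 2 were past the threshold. By qPCR the paper finds *Hif1a* reduced in cKO TFs (Fig. 7A), and its counts after 4 days were not (0.11 and 0.075 in 20% and 1% O_2_). Counts over the whole gene cannot show the loss of the floxed exon, so the 2 measures need not conflict.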

Other observations

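Of the tests in this part, the check of the sex of cKO 1% O_2_ replicate 1, the check of unequal sexes for the averaged genotype effect, both tests of the *Hif1a* counts, the *Eno1b* test and the count with voom weights over other splits were chosen only after the result was seen.

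cKO 1% O_2_ replicate 1 lay apart from the other libraries. Its mean correlation with the other 2 libraries of its group was 0.944, where each of the other 11 had at least 0.963. With all 12 libraries thinned to its total, it was 0.959, above the lowest of the others (0.955), so library depth is a candidate explanation. The 10 highest genes held 7.84% of its counts, outside the 6.13% to 7.46% of the other 11 Ctrl and cKO libraries. A few genes taking more of the counts is thus another candidate. The share was not the highest of all libraries, since Ctrl 1% O_2_ with Cre gesicles replicate 2 had 8.08%. GC content and gene length explained 0.0965 of its deviation from its group, inside the range of the other libraries (up to 0.271). Its *Xist* count of 117 gave it the sex of cKO 20% O_2_ replicate 1, which goes against a swap with a library of a male mouse. Ctrl replicates 2 and 3 were female as well, so this check cannot tell a swap with one of these. No biological explanation was tested.

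Leaving out cKO 20% O_2_ replicate 2 raised the number of genes called in the O_2_ response of cKO TFs from 333 to 1373. GC content and gene length explained 0.271 of this library's deviation from its group, the largest share of the 12 (next 0.153). Its 10 highest genes held 6.20% of its counts, within the range of the others (6.13% to 7.84%). With limma's sample quality weights, which gave it 0.151, the lowest of the 12, the count was 2718, against 308 with voom and no weights. With the GC content and gene length offsets, chosen after the data were seen, the count was 515, and 818 with the replicate block as well. Both lie between 333 and 1373. A GC content and length difference, for part of the rise, and an unequal spread between libraries are therefore candidate explanations. With the weights, the other 3 splits that part the same-numbered pairs gave 0 genes, but of the 6 splits that keep pairs together 2 gave 1537 and 1421 genes. A large count with weights is thus not confined to the real split. No biological explanation was tested.

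Averaged over O_2_, 599 genes differed between cKO and Ctrl TFs, against 55 in 20% and 6 in 1% O_2_. Of the 55 genes called in 20% O_2_, 54 were also called in the average. With *Xist* as a covariate for the unequal sexes of the genotypes the count was 328, and with the 2 libraries of each mouse summed it was 25. Unequal sexes and the counting of 2 libraries of one mouse as separate may both raise the count. Genotype remains open as an explanation, since 25 genes were called between 3 mice and 3.

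*Hif1a* counts were not lower in the libraries labelled cKO. The log2 fold change against Ctrl TFs was 0.11 (edgeR adjusted p = 0.757; 0.0591 to 0.891 over its alternatives) in 20% O_2_ and 0.075 (edgeR adjusted p = 0.819; 0.648 to 0.945 over its alternatives) in 1% O_2_. The 3 cKO libraries were not all on one side of the 3 Ctrl libraries at either level. Mislabelled samples were tested with the Cre sequence, which had counts in 5 of 6 cKO libraries, at most 5, and in 0 of the other 12, so this test went against a swap of labels for 5 of the 6 and leaves the other open. Counts over a whole gene cannot show the loss of one exon, and the change of 0.11 in 20% O_2_ does not tell that explanation from an intact gene.

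*Eno1b* rose in 1% O_2_ together with *Eno1*. In Ctrl TFs its log2 fold change less that of *Eno1* was 0.032, within 1 standard error. In cKO TFs *Eno1b* rose by 0.89 (SE 0.21) and *Eno1* by 0.58, which lie further apart. Reads shared with *Eno1* are a candidate explanation that the Ctrl values bear out better than the cKO values, and no biological explanation was tested.

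Over the 4 splits of each comparison that part the same-numbered pairs, the numbers of genes called in the O_2_ response of Ctrl TFs, the O_2_ response of cKO TFs, the genotype effect in 20% O_2_, the genotype effect in 1% O_2_, the averaged genotype effect and the O_2_ response of gesicle-treated TFs were reached by 1 split, the real one, and by none of the other 6. The largest count of any other split was 0 in the O_2_ response of Ctrl TFs, the genotype effect in 20% O_2_ and the genotype effect in 1% O_2_, 1 in the O_2_ response of cKO TFs and 6 in the averaged genotype effect, where it was the split by sex. For the interaction, whose called genes number 0, the 292 genes at an unadjusted p were reached by 1 of the 4 splits, and by 2 of all 10, with up to 497 genes. The list medians in the O_2_ response of Ctrl TFs were reached by 1 split for all 5 lists, and in the O_2_ response of cKO TFs by 1 for each list except the own pentose phosphate enzymes (3 of 4 and 5 of 10). In the genotype effect in 20% O_2_ the numbers were 2 of 4 and 5 of 10 for the glycolytic, 2 of 4 and 6 of 10 for the own and 1 of 4 and 4 of 10 for the shared pentose phosphate, 2 of 4 and 5 of 10 for the hypoxia response and 1 of 4 and 1 of 10 for the sterol genes. In the genotype effect in 1% O_2_ they were 1 of 4 and 3 of 10 for the glycolytic genes, 2 of 4 and 2 of 10 for the own pentose phosphate enzymes, 4 of 4 and 9 of 10 for the sterol genes and 1 for the others. In the interaction 1 of the 4 splits reached each of the 5 medians, and of all 10 splits 3 reached that of the glycolytic genes and 1 that of each other list. With 10 splits in all, none of these shares can fall under 0.1.

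Over O_2_-regulated genes as a whole, the O_2_ response was not shown to be smaller in cKO TFs. The median difference was 0.019 over 1124 genes, and −0.0023 over the genes called in gesicle-treated TFs, whose libraries take no part in the comparison. Over the genes called in Ctrl TFs, a choice that favours a larger Ctrl response, it was −0.26. The mean responses were 1.12 ± 0.14 in Ctrl and 1.15 ± 0.41 in cKO TFs (SD, n = 3; exact permutation p = 0.9). The cKO mean holds 1.60 for replicate 1, whose 1% O_2_ library was of low depth, beside 0.816 and 1.04 for replicates 2 and 3. Since the value over these 1124 genes was not below 0, causes of a smaller response were not tested for them.

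Of the genes the paper measured by qPCR after 1 week, *Hilpda*, *Scx* and *Ccn3* were looked at in these libraries after 4 days. *Hilpda* changed by 0.33 (edgeR adjusted p = 0.424; 0.0788 to 0.667 over its alternatives) in 1% O_2_ in Ctrl TFs, higher in 3 of 3 libraries than in all 3 in 20% O_2_. Groups do not overlap, in either direction, for 10% of genes by chance. In cKO TFs it changed by 0.47 (edgeR adjusted p = 0.202; 0.00182 to 0.534 over its alternatives), with overlapping groups and an interaction of 0.14 that was not called. *Scx* changed by −0.54 (edgeR adjusted p = 0.574; 0.0368 to 0.649 over its alternatives) in Ctrl TFs and −0.11 (edgeR adjusted p = 0.91; 0.655 to 0.992 over its alternatives) in cKO TFs, and *Ccn3* by −0.89 (edgeR adjusted p = 0.218; 7.6e-08 to 0.288 over its alternatives) and −0.85 (edgeR adjusted p = 0.196; 1.5e-06 to 0.602 over its alternatives), with overlapping groups in each case. None of these was called with edgeR as described. With the replicate block, edgeR called *Ccn3* lower in Ctrl (−0.89, adjusted p = 0.00874) and in cKO TFs (−0.83, adjusted p = 0.0123), and DESeq2 called it in both and *Scx* in Ctrl TFs (−0.59, adjusted p = 0.0407). The offsets with the block, chosen after the values were seen, called the same 3, and voom weights, also chosen then, *Hilpda* in cKO TFs (0.59, adjusted p = 0.00182). Averaged over both genotypes, *Ccn3* was called lower in 1% O_2_ (−0.87, edgeR adjusted p = 0.0335), and averaged over O_2_ it was called higher in cKO TFs (1.11, edgeR adjusted p = 0.0281), where all 3 cKO libraries lay above all 3 Ctrl libraries at each O_2_ level. The average over O_2_ counts the libraries of one mouse as separate.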
